# Transcriptomics Dissection of Calorie Restriction and Exercise Training in Brown Adipose Tissue and Skeletal Muscle

**DOI:** 10.3390/nu15041047

**Published:** 2023-02-20

**Authors:** Yonghao Feng, Zhicheng Cui, Xiaodan Lu, Hongyu Gong, Xiaoyu Liu, Hui Wang, Haoyu Cheng, Huanqing Gao, Xiaohong Shi, Yiming Li, Hongying Ye, Qiongyue Zhang, Xingxing Kong

**Keywords:** calorie restriction, exercise training, brown adipose tissue, skeletal muscle, extracellular matrix

## Abstract

Calorie restriction (CR) and exercise training (EX) are two critical lifestyle interventions for the prevention and treatment of metabolic diseases, such as obesity and diabetes. Brown adipose tissue (BAT) and skeletal muscle are two important organs for the generation of heat. Here, we undertook detailed transcriptional profiling of these two thermogenic tissues from mice treated subjected to CR and/or EX. We found transcriptional reprogramming of BAT and skeletal muscle as a result of CR but little from EX. Consistent with this, CR induced alterations in the expression of genes encoding adipokines and myokines in BAT and skeletal muscle, respectively. Deconvolution analysis showed differences in the subpopulations of myogenic cells, mesothelial cells and endogenic cells in BAT and in the subpopulations of satellite cells, immune cells and endothelial cells in skeletal muscle as a result of CR or EX. NicheNet analysis, exploring potential inter-organ communication, indicated that BAT and skeletal muscle could mutually regulate their fatty acid metabolism and thermogenesis through ligands and receptors. These data comprise an extensive resource for the study of thermogenic tissue molecular responses to CR and/or EX in a healthy state.

## 1. Introduction

Skeletal muscle and brown adipocytes have been found to share a common Pax7^+^/Myf5^+^ lineage, and transcriptional profiles of their precursor cells showed similarities [1,2]. Both skeletal muscle and brown adipose tissue (BAT) use energy substrates, such as glucose and fatty acids, to generate heat and to maintain core body temperature [3]. Consistent with this, skeletal muscle and BAT have been shown to have synergistic effects in response to cold challenge [3]. Skeletal muscle has multiple mechanisms of heat production involving shivering and non-shivering thermogenesis [4,5]. BAT encodes uncoupling proteins to dissipate the mitochondrial proton gradient and produce heat [6,7]. Nevertheless, the transcriptomic adaptations of these two tissues to various physiological treatments (e.g., calorie restriction (CR) and exercise) are not fully understood. 

CR, a classical example of negative energy balance, extends healthy lifespan from yeast to mammals [8,9,10]. Though the precise mechanisms of reaction to CR are still not fully defined, the metabolic benefits have been studied in different tissues. For example, short-term CR feeding enhances skeletal muscle stem cell function, mitochondrial function and muscle repair and, eventually, improves muscle insulin sensitivity [11]. It is also evident that CR can improve liver lipid metabolism and reduce systemic inflammation [12,13]. Given these findings, it is clear that adaptation to CR leads to progressive recruitment of metabolic tissues, but effects on BAT are still poorly explored. While a previous study demonstrated that CR led to browning of white adipose tissue [14], another study indicated that CR during pregnancy diminished thermogenic capacity in the offspring, including impaired BAT sympathetic innervation and thyroid hormone signaling [15]. It would thus be interesting to investigate the molecular changes in BAT in response to CR.

Exercise training (EX) causes many adaptations in the body that contribute to beneficial effects on health, including enhancing insulin sensitivity and reducing circulating lipid concentrations, primarily via adaptations to skeletal muscle [16,17,18]. Recently, studies have begun to address exercise-induced adaptations in adipose tissue [19]. While exercise is reported to induce white adipose tissue browning [20,21,22], the effects of EX on BAT are controversial. Different results have been obtained in various studies investigating BAT mitochondrial activity and gene expression, glucose uptake, the lipidome of BAT and the thermogenesis of BAT after acute and chronic exercise. Several rodent studies determined that EX increases mitochondrial activity and thermogenesis in rodent BAT [18,23,24,25], while others showed decreased mitochondrial gene expression and thermogenesis [26,27]. In humans, studies have shown that exercise reduces glucose uptake in BAT [27,28]. Given that the biological analysis is debated, the molecular pathway analysis still needs to be clarified. Collectively, CR, EX, or a combination of both are accepted as effective strategies in obesity prevention and treatment.

Enhanced skeletal muscle or BAT activities play essential roles in the treatment of obesity. Skeletal muscle can produce cytokines, including proteins, peptides, enzymes and metabolites, and these cytokines can contribute to the weight loss induced by EX [29,30]. In addition, evidence has also shown that skeletal muscle-induced cytokines can induce browning of WAT in response to both CR and EX [14,31]. Therefore, we hypothesized that CR and EX may yield greater benefits for weight loss treatments. Although the effect of CR on changes in metabolites in BAT has been reported [32], the signaling pathway at the transcriptome level for skeletal muscle and BAT in response to CR and EX is unclear.

Thus, in this study, we carried out RNA-seq of BAT and skeletal muscle to investigate the molecular and pathway alterations in response to CR and/or exercise interventions. To explore whether CR and EX have synergistic benefits, we restricted the EX mice to 70% calorie intake.

## 2. Materials and Methods

### 2.1. Experiment Model and Subject Details

Four-week-old healthy male C57BL/6J mice were purchased from GemPharmatech Co., Ltd. All mice were housed under standard laboratory conditions (12 h on/off) and in a temperature-controlled environment (22–24 °C) in the SPF Animal Research Center of Shanghai University of Sports (SYXK 2014-0002). The mice were given ad libitum access to food and water or fed a CR diet beginning at 8 weeks of age. The glucose fed to mice was tested three days before they were sacrificed. Mice were sacrificed 24 h after the last bout of EX. Mice in all groups were fasted for 6 h prior to tissue harvesting. Tissues were then rapidly dissected and processed or stored for analysis. 

### 2.2. CR

Compared to the baseline food intake, the food intake of the mice was reduced by 10% per week to a final level of 70% of the ad libitum food intake at the 8th week. 

### 2.3. Chronic Treadmill Exercise Training

Eight-week-old male C57BL/6J wild-type mice with and without CRs were randomly divided into the sedentary and EX groups. The treadmill treatment included 2 days of adaptive training. For the adaptive EX, the treadmill was set at a 10° incline and began with a 5 min 0 m/min acclimation period, followed by 10 m/min for 10 min and 14 m/min for another 10 min. Mice started to run on the third day (5° incline, 12 m/min for 1 h, 5 days a week for 8 weeks). Mice were fasted for 3 h prior to EX. 

### 2.4. Body Composition Measurement

A MiniSpec MQ10 nuclear magnetic resonance analyzer (Bruker) was used to measure the body composition of the mice according to the manufacturer’s instructions. Briefly, mice were put in a nuclear magnetic resonance tube and loaded in the machine. The body composition was measured automatically by the machine.

### 2.5. H&E Staining

BAT tissues were fixed in a 4% paraformaldehyde solution for at least 24 h and embedded in paraffin. Hematoxylin and eosin (H&E) (hematoxylin—E607317-0500, eosin—E607321-0100; Sangon Biotech, Shanghai, China) staining was undertaken. The tissues were processed as per routine for paraffin embedding, and 5 μm thick sections were cut and placed on glass slides. The paraffin-embedded sections were dewaxed with xylene, washed with a gradient of ethanol to water and then incubated with hematoxylin and eosin (Servicebio, Wuhan, China) for 4 min and sealed after conventional ethanol dehydration. Finally, the sections were analyzed under a Nikon light microscope at the indicated magnification. ImageJ software was used to calculate the areas of droplets in H*&*E images.

### 2.6. Bulk mRNA Sequencing

A total of 15 BAT samples, including 3 from the sedentary group (control), 4 from the CR group, 4 from the EX group (EX) and 4 from the CR + EX group (CREX), and 14 gastrocnemius muscle tissue samples, including 4 from the control group, 3 from the CR group, 4 from the EX group and 3 from the CREX group, were used to perform transcriptome analysis. The Trizol method was used to extract total RNA according to the manufacturer’s instructions. RNA quality was measured using an Agilent 2100 Bioanalyzer (RNA 6000 Nano Kit; Agilent Technologies, Santa Clara, CA, USA). A previously reported method was utilized to construct cDNA libraries for each sample [33]. Libraries were sequenced on a BGIseq500 platform (BGI-Shenzhen, China) using 150 bp paired-end reads aimed at 30 million reads per sample.

### 2.7. Sequence Alignment and Gene Expression Analysis

The raw sequencing data were filtered with trim-galore (v0.6.7) by removing reads containing sequencing adapters and reads with low-quality bases. The clean reads were mapped to the reference genome (mm10) using STAR (v2.7.10a). Quantification of gene expression was calculated using rsem (v2.0.1) with the following command: (rsem-calculate-expression --paired-end -p 20 –alignments samples.bam mm10). We conducted a differently expressed (DE) genes analysis for the two groups. Subsequently, differential expression analysis for the groups was carried out using DESeq2 (v1.38.0) with an adjusted *p* value < 0.05 and |log2FC| > log2(1.5). Then, GO and KEGG pathway analyses of the DEGs were carried out using the enrichGO and enrichKEGG functions in the R package clusterProfiler (v4.6.0).

### 2.8. Adipokine and Myokine Analysis

Based on previous secretome profiling data from adipose tissue and skeletal muscle obtained with the LC-MS/MS method, we determined the DEGs encoding adipokines and myokines. Then, we performed GO and KEGG analyses to explore the roles of these DEGs using the enrichGO and enrichKEGG functions in the R package clusterProfiler (v4.6.0) 

### 2.9. Deconvolution

We input gene counts from the bulk RNA-seq data from BAT and GAS, as well as the multi-subject single-cell profiles from previously published single-cell RNA sequencing (scRNA-seq) or single-nuclei RNA sequencing (snRNA-seq) data (skeletal muscle: GSE183288; BAT: GSE207705), into the MuSiC2 algorithm in R4.2.2. Cell types from the scRNA-seq and snRNA-seq were based on prior categorizations. Genes in the bulk RNA-seq data and single-cell and single-nuclei profiles used gene symbols as their identifiers. MuSiC2 used cell-type-specific gene expression from scRNA-seq data to characterize cell type compositions in the bulk RNA-seq. The estimated proportions were normalized to sum to 1 across the included cell types. The Wilcoxon test was used to calculate comparisons between group levels. 

### 2.10. BAT and Skeletal Muscle Tissue Crosstalk

To analysis ligand activity in the two tissues, we first defined the set of potentially active ligands in the ‘‘sender’’ tissue (i.e., skeletal muscle or BAT). Ligand–receptor interactions and weighted-networks data were downloaded from https://zenodo.org/record/3260758 (accessed on 8 January 2023). Ligands regulated by CR with or without EX for which at least one specific receptor was expressed (average mean expression over all conditions > 1 tag/kilobase (kb)) in the receiver tissue (i.e., BAT or skeletal muscle) were used for the next analyses. Then, NicheNet (v1.1.1) was used to rank the ligands based on how well they predicted whether a gene was linked with a gene set of interest compared to the background gene set. The gene sets of interest for the BAT and skeletal muscle were defined as metabolic-related DEGs. All other genes expressed in the receiver tissue (average mean expression over all conditions > 1 tag/kb) were considered background. Ligand activity scores were calculated as the Pearson correlation coefficient for the ligand–target regulatory potential scores of each selected ligand and the target indicator vectors, which indicated whether a gene belonged to the gene set of interest or not. For the top five ligands with the highest ligand activity, the corresponding receptors were exhibited in a ligand–receptor heatmap. Furthermore, the most prominent target genes for the top five ligands were chosen according to the regulatory potential score, with the genes presented relating to the indicated gene set of interested and being among the 5000 most strongly predicted targets of at least one of the top five ligands. Ligand–target gene interactions were illustrated in a circle plot using the R-package circlize (v0.4.15). 

### 2.11. Quantification and Statistical Analysis

Unpaired one-tailed t tests or Wilcoxon rank sum and signed rank tests were performed to compare the two groups. One-way ANOVA and post hoc Tukey’s multiple comparison tests were performed for intergroup comparisons of more than two groups.

## 3. Results

### 3.1. Phenotypic Response to CR and/or EX and Profiling of Two Metabolic Tissues

We studied 8-week-old C57BL/6J male mice treated with CR and/or treadmill running exercise training (EX) interventions for 8 weeks (Figure 1A; n = 38 across four groups) and then collected BAT and gastrocnemius muscle for transcriptomic profiling. Phenotypically, CR decreased body weight (BW) gain (Figure 1B). The reduced weight was because of the lower fat mass in the CR group compared to the control group, with no differences in lean mass (Figure 1C,D). The BAT weight was also lower in CR feeding mice (Figure 1E). EX had no significant effects on BW gain or body mass (Figure 1B–D and Figure S1A,B). The level of fed glucose was lower in the CR and/or EX groups compared to the control group (Figure 1F). Moreover, CR decreased the size of lipid droplets in BAT, whereas EX enlarged the size (Figure 1G,H). Nonetheless, both CR and EX increased browning, showing synergistic effects in the browning of inguinal white adipose tissue, for which adipocytes are usually multilocular, and decreasing lipid droplet size (Figure S1C,D). 

### 3.2. BAT-Level Gene and Pathway Alterations upon CR with or without EX

To investigate the molecular alterations, we conducted transcriptomic analysis of BAT under the CR and/or EX conditions. 

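RNA-seq libraries were available for BAT of 3 control, 4 CR, 4 EX and 4 CREX mice, 1 library per mouse. The authors trimmed the reads, aligned them to the mouse genome build mm10 with STAR and estimated the number of reads per gene with RSEM. The deposited values are these expected counts per gene symbol, without normalization, and they were rounded to whole counts for testing. Each BAT library held between 21047242 and 24919377 counts, with medians of 24594810 in the control, 23953978 in the CR, 22279108 in the EX and 24726212 in the CREX group. All CREX libraries, from 23870131 counts, were larger than all EX libraries, which reached 22672096 counts. Between 17413 and 18645 genes had a read in each library, and the smallest abundance that 3 counts can show was 0.120 to 0.143 CPM (counts scaled to the library total), which covers counting error only. Each comparison was tested on its own groups with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper. Mean abundances are given as TMM-normalized CPM.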

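On the 500 most variable genes, the first principal component carried 56.7% of the variance between the CR and control libraries and 67.2% between the CREX and EX libraries. Neither pair of groups was separated on it (exact two-sided permutation test of the scores, p = 0.514 for 4 CR against 3 control mice and p = 0.657 for 4 CREX against 4 EX mice). In both pairs the libraries stood on it in the order of their muscle score, the mean log2(CPM + 1) of 10 muscle genes. This score ran from 0.355 in control 3 to 5.72 in CR 3, and from 0.574 in EX 4 to 7.53 in CREX 3. The component followed muscle genes, so the lack of separation on it says little about CR. On the second component, examined after these values were seen, the libraries of both pairs did not overlap (30.6% of the variance and exact permutation p = 0.0286 for CR, 15.8% and p = 0.0286 for CREX, the smallest p that the test can give). Over all genes kept by the filter the first component carried 41.6% and 41.8%, the largest change among the settings tried on all mice. Among 13323 genes tested between the CR and control groups, 1430 were DEGs, 516 upregulated and 914 downregulated. The median log2 fold change of all tested genes was 0.0045. Without the fold change minimum the number rose to 2778, the largest change of this count, and with each mouse left out in turn it ran from 994 to 1717. With the replicate number as a replicate block, 929 DEGs were called, while same-numbered libraries deviated from their group means with a mean correlation of -0.302. Of the DEGs whose libraries did not overlap between the groups, those with the largest increase were Zbtb16, Fkbp5 and Doc2b. Fkbp5 on chromosome 17 from 28398753 to 28486149 (GRCm38), which encodes a chaperone of the glucocorticoid receptor, averaged 63.6 ± 9.62 CPM (SD, n = 4) in the CR group and 3.93 ± 2.50 CPM (SD, n = 3) in the control group (log2 fold change 4.03, standard error 0.45, edgeR adjusted p = 0.00340). For Zbtb16 the log2 fold change was 4.08 (standard error 0.75, edgeR adjusted p = 0.0198), and for Doc2b it was 3.83 (standard error 0.55, edgeR adjusted p = 0.00173). Zbtb16 was not called under 3 of 13 other settings. Nr4a1, with the largest decrease, averaged 5.34 ± 2.23 CPM (SD, n = 4) in the CR group and 232 ± 223 CPM (SD, n = 3) in the control group (log2 fold change -5.44, standard error 1.15, edgeR adjusted p = 0.0302), and it was not called under 7 of 13 other settings. Nts was at least 8.52-fold lower and Shisa9 at least 6.51-fold lower in the CR group, where every library held 2 counts or fewer of either gene (edgeR adjusted p = 4.5e-04 and 0.00104).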

The principal component analysis plots of the different interventions are shown in Figure 2A,B. A total of 1362 differentially expressed genes (DEGs) were identified in the CR group compared to the control group, including 499 upregulated and 863 downregulated genes (Figure 2C and Figure S2A). 

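Between the CREX and EX groups 13251 genes were tested and 594 were DEGs, of which 246 were upregulated and 348 downregulated. DESeq2 fitted on the same groups called 816 and DESeq2 fitted on all BAT groups called 976. Leaving out each mouse in turn gave from 363 to 582 DEGs, and the replicate block gave 465, with a mean correlation of 0.123 between same-numbered libraries. Cyp2b10 rose most, from 2.20 ± 2.29 CPM (SD, n = 4) in the EX group to 59.7 ± 24.8 CPM (SD, n = 4) in the CREX group (log2 fold change 4.75, standard error 0.74, edgeR adjusted p = 0.0171). The log2 fold change of Fkbp5 was 3.46 (standard error 0.40, edgeR adjusted p = 0.00505). The largest decreases were those of Ptgds (log2 fold change -3.82, standard error 0.41, edgeR adjusted p = 0.00195), Nnat (log2 fold change -3.43, standard error 0.47, edgeR adjusted p = 0.00716) and the B cell gene Cd79a, which was at least 5.27-fold lower in the CREX group (edgeR adjusted p = 0.00567).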

Additionally, a total of 781 DEGs were identified in the CREX group compared to the EX group, including 310 upregulated and 471 downregulated genes (Figure 2D and Figure S2B). To gain further insights into these DEGs, we conducted gene ontology (GO) term and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses. 

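Over-representation among the DEGs was tested for 20 short gene lists, which stand in place of GO and KEGG terms. The lists were written before the data were examined, apart from the pattern for genes of the mitochondrial genome, which was adapted to the deposited symbols. One-sided Fisher's exact tests were run against all genes tested, with Benjamini-Hochberg adjustment over all lists, both directions and the 8 comparisons of the study. Of 85 extracellular matrix genes, 74 had lower counts in the CR group and 37 were downregulated DEGs, with a median log2 fold change of -0.57 (quartiles -0.94 and -0.25, Fisher's exact test, adjusted p = 9.6e-19). In the CREX group 79 of 86 were lower and 15 were downregulated DEGs (median -0.67, Fisher's exact test, adjusted p = 2.1e-07). With each mouse left out in turn, the median of the list in CREX mice ran from -0.73 to -0.37. Col15a1 averaged 5.48 ± 0.732 CPM (SD, n = 4) in the CR group and 23.8 ± 1.60 CPM (SD, n = 3) in the control group (log2 fold change -2.12, standard error 0.11, edgeR adjusted p = 3.8e-06), and Smoc2 had a log2 fold change of -1.24 in CR (edgeR adjusted p = 2.3e-05) and of -1.53 in CREX mice (edgeR adjusted p = 4.6e-04). Smoc1 went the other way in CREX mice (log2 fold change 0.69, edgeR adjusted p = 5.4e-04). Among the upregulated DEGs of CR were 9 of 20 sterol biosynthesis genes (median log2 fold change 0.65, Fisher's exact test, adjusted p = 6.1e-07), 10 of 29 fatty acid synthesis genes (median 0.32, adjusted p = 1.6e-06) and 9 of 33 xenobiotic metabolism genes (median 0.45, adjusted p = 4.9e-05). Fasn averaged 20453 ± 1061 CPM (SD, n = 4) in the CR group and 12147 ± 1455 CPM (SD, n = 3) in the control group (log2 fold change 0.75, standard error 0.088, edgeR adjusted p = 4.2e-04), and Me1 and Fads1 had log2 fold changes of 1.49 and 1.26 (edgeR adjusted p = 2.7e-04 and 1.4e-04). In the sterol list, Lss rose by a log2 fold change of 1.00 (edgeR adjusted p = 1.1e-04) and Fdps by 0.85 (edgeR adjusted p = 0.00128). In CREX mice 6 of 33 xenobiotic metabolism genes were upregulated DEGs (median 0.22, Fisher's exact test, adjusted p = 3.7e-04), among them Gstt2 with a log2 fold change of 1.23 (edgeR adjusted p = 3.1e-04). Of 29 fatty acid synthesis genes 21 were higher in CREX mice and 1 was a DEG, Fads1 (median 0.17, Fisher's exact test, adjusted p = 1). For this list the call changed with the method. It passed with limma's cameraPR (adjusted p = 0.0188), a set test on z scores from edgeR's p-values, and with DESeq2 on the same groups. Of 24 antigen presentation genes, 10 were downregulated DEGs in CREX mice (median -0.49, Fisher's exact test, adjusted p = 7.8e-09), among them H2-Eb1 and H2-Ab1 (log2 fold changes -1.40 and -1.56, edgeR adjusted p = 0.00823 and 0.00924), genes of a family whose members share sequence. The medians for CR with the replicate block were -0.61 for the extracellular matrix, 0.63 for sterol and 0.31 for fatty acid synthesis and 0.42 for xenobiotic metabolism, and those for CREX were -0.61 for the extracellular matrix, 0.21 for fatty acid synthesis, 0.23 for xenobiotic metabolism and -0.48 for antigen presentation. The calls were those made without the block (mean correlation of same-numbered libraries -0.302 and 0.123).

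**Figure D1:**
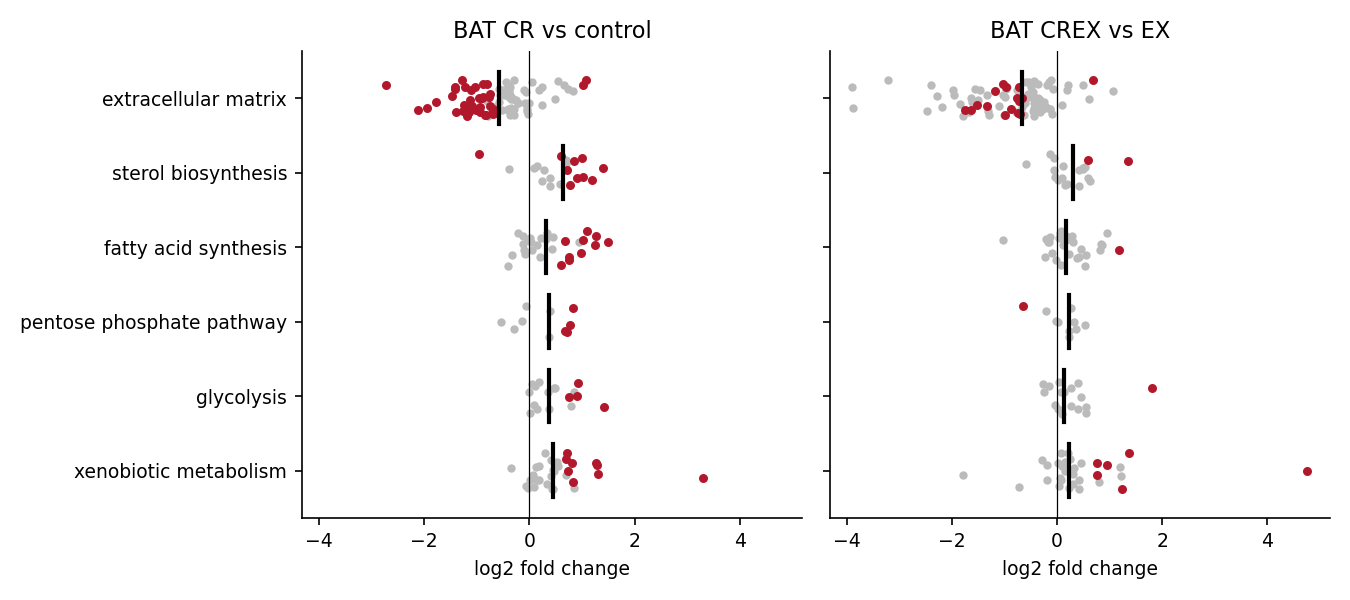
Log2 fold changes of the genes of each list in BAT, CR against control and CREX against EX, 1 point per gene, with DEGs in red and the median of each list as a black bar. Most extracellular matrix genes lie below 0 in both comparisons.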

Upregulated DEGs induced by CR with or without EX were mainly enriched in lipid and small molecule metabolism, whereas downregulated DEGs were engaged in general functions and pathways related to the extracellular matrix (Figure 2E–H). These results indicated that CR and CREX might have similar effects on BAT (Figure 2I).

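Over 13046 genes tested in both comparisons, the log2 fold changes of CR against control and of CREX against EX were correlated across genes, with a Spearman's rho of 0.719 and a Pearson's r of 0.751. Genes are not independent replicates, so no p is given for these values. Without a filter on low counts rho fell to 0.431, the largest change, and with the replicate block it was 0.720 (mean correlation of same-numbered libraries -0.302 for CR and 0.123 for CREX). Whether the response to CR differed between EX and sedentary mice was tested directly as an interaction term in 1 edgeR fit over all BAT groups, where 0 of 13922 genes passed an adjusted p under 0.05 (smallest adjusted p = 0.179) and 800 had an unadjusted p under 0.05. From the functions enriched among the DEGs of both comparisons, the paper proposes that CR and CREX have similar effects on BAT.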

Next, we evaluated the similarities and differences between CR and CREX with regard to transcriptomic alterations. There were 222 upregulated and 341 downregulated genes overlapping in the CR and CREX comparisons. 

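Of the edgeR DEGs, 433 changed in the same direction in both comparisons, of which 262 were downregulated and the rest upregulated, and 0 changed in opposite directions. The comparisons share no mouse. The overlap was 841 genes at an unadjusted p under 0.05 with the same fold change minimum, the largest change, and 285 genes with the replicate block (mean correlation of same-numbered libraries -0.302 for CR and 0.123 for CREX). It ran from 281 to 430 genes when each of the 15 mice was left out in turn.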

While 522 downregulated and 277 upregulated genes were only found in the CR comparison, 130 downregulated and 88 upregulated genes were found in the CREX comparison (Figure 2J). 

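In CR mice alone 345 genes were called upregulated and 652 downregulated, and in CREX mice alone 75 and 86. A gene on these lists passed the thresholds in one comparison and not in the other, and for none of them was a difference between the comparisons found by the interaction term.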

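The lists of shared and comparison-specific DEGs were tested against the same gene sets with Fisher's exact test, adjusted over both tissues together. The shared upregulated genes held 4 of 33 xenobiotic metabolism genes (Fisher's exact test, adjusted p = 0.00904), 3 of 18 PPAR targets (adjusted p = 0.0139) and 6 of 18 glucocorticoid response genes (adjusted p = 1.8e-06). They held 2 of 20 sterol biosynthesis genes (Fisher's exact test, adjusted p = 0.185) and 1 of 29 fatty acid synthesis genes (adjusted p = 1), neither past the threshold. The shared downregulated genes held 13 of 85 extracellular matrix genes (Fisher's exact test, adjusted p = 3.9e-07) and 10 of 24 antigen presentation genes (adjusted p = 5.5e-10).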

Analysis of pathways revealed that co-upregulated DEGs were mainly enriched in functions associated with the lipid metabolic process, while co-downregulated DEGs not only participated in the metabolic process but were also involved in cell motility (Figure S2C,D). 

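Genes upregulated in CR mice alone included 7 of 20 sterol biosynthesis genes (Fisher's exact test, adjusted p = 7.3e-06), 9 of 29 fatty acid synthesis genes (adjusted p = 8.0e-07), 4 of 10 pentose phosphate pathway genes (adjusted p = 0.00109) and 4 of 11 genes of the circadian E-box group (adjusted p = 0.00159). For glycolysis the count was 3 of 17 (Fisher's exact test, adjusted p = 0.0670). Over all CR DEGs, 4 of 10 pentose phosphate pathway genes were upregulated (median log2 fold change 0.38, Fisher's exact test, adjusted p = 0.00428, replicate block 0.40, mean correlation of same-numbered libraries -0.302), among them Tkt (log2 fold change 0.83, standard error 0.081, edgeR adjusted p = 1.7e-04), G6pdx and H6pd. Likewise 4 of 17 glycolysis genes were upregulated (median 0.37, adjusted p = 0.0306, replicate block 0.35), among them Aldoa (log2 fold change 0.91, standard error 0.091, edgeR adjusted p = 2.0e-04), and without CR replicate 3 this list no longer passed. The glycolysis score was 8.10 and 8.02 in CR 3 and CR 4, whose muscle scores were 5.72 and 4.94. It was 7.72 and 7.78 in CR 1 and CR 2, with muscle scores of 1.20 and 2.02. Muscle genes may thus account for part of the rise, although every CR score lay above every control score (7.40 to 7.69). Genes downregulated in CR mice alone included 24 of 85 extracellular matrix genes (Fisher's exact test, adjusted p = 7.5e-11), 5 of 16 immediate early genes (adjusted p = 0.00839) and 1 of 25 antigen presentation genes (adjusted p = 1).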

In CR-specific upregulated DEGs, the metabolic process and biosynthetic process were significantly enriched, and downregulated DEGs were primarily involved in cytoskeleton and immune-related functions (Figure S2E,F). Upregulated DEGs in the CREX group were related to biosynthesis of amino acids and carbon metabolism, and downregulated DEGs in the CREX group related to general functions concerning the extracellular matrix (ECM) (Figure S2G,H).

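In CREX mice 3 of 19 amino acid biosynthesis genes were upregulated DEGs and 2 were downregulated (median log2 fold change 0.25, Fisher's exact test for the upregulated genes, adjusted p = 0.0393). With the replicate block the median was 0.22 (mean correlation of same-numbered libraries 0.123). The list did not pass with DESeq2 on the same groups, with limma's cameraPR, with 1 edgeR fit over all BAT groups, or in 5 of 8 fits that each left out 1 mouse. Psat1, of serine synthesis, averaged 6.15 ± 0.574 CPM (SD, n = 4) in the CREX group and 2.87 ± 0.382 CPM (SD, n = 4) in the EX group (standard error of the log2 fold change 0.14, edgeR adjusted p = 0.00264). Glul had a log2 fold change of 0.77 (edgeR adjusted p = 0.0189), while Pycr1, of proline synthesis, fell (log2 fold change -2.03, edgeR adjusted p = 0.0139). Among the genes upregulated in CREX mice alone, 2 of 19 belonged to this list (Fisher's exact test, adjusted p = 0.0393), and among those downregulated in CREX mice alone 2 of 86 belonged to the extracellular matrix list (adjusted p = 0.486).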

### 3.3. BAT-Level Gene Alteration upon EX with or without CR

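Between the EX and control groups 13407 genes were tested and 0 were DEGs, with a smallest adjusted p of 0.109 from edgeR. At an unadjusted p under 0.05 with the same fold change minimum, 272 genes differed, 152 higher and 120 lower. Between the CREX and CR groups 1 of 13112 genes was a DEG and 259 passed at an unadjusted p under 0.05. This gene was Psat1, with 6.15 ± 0.574 CPM (SD, n = 4) in the CREX group and 2.74 ± 0.280 CPM (SD, n = 4) in the CR group (log2 fold change 1.16, standard error 0.13, edgeR adjusted p = 0.0343), and it was not called under 7 of 14 other settings. With the replicate block 1 gene was called between EX and control mice and 51 were called between CREX and CR mice, with mean correlations of -0.190 and 0.106 between same-numbered libraries. Apart from dropping the adjustment of p, DESeq2 on the same groups moved the EX count most, to 36. In simulated counts with the depth and spread of BAT libraries, edgeR called 155 of 195 genes changed 2-fold between 4 and 3 mice and 145 of 196 between 4 and 4. DESeq2 tested 13323 and 13251 genes in these simulations, the numbers tested for CR against control and CREX against EX. The shares found may differ for the libraries of the EX comparisons.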

Transcriptome analysis demonstrated that EX caused a few genes to change, which was consistent with the lack of changes in BW. 

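In BAT the first principal component carried 79.9% of the variance between the EX and control libraries, whose scores overlapped (exact permutation test, p = 0.200), and 81.9% between the CREX and CR libraries (exact permutation test, p = 0.0571). On the second component, examined after these values were seen, the libraries of both pairs overlapped (7.22% of the variance and exact permutation p = 0.714 for EX, 6.36% and p = 0.83 for CREX). Muscle genes differed between BAT libraries, also within groups, with mean log2(CPM + 1) values of 10 muscle genes from 0.355 to 7.53. The first component followed these values. The order of the libraries was the same for EX against control. For CREX against CR it was the same except that CREX 2 and CR 3 changed places.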

PCA plots of the EX vs. control groups and CREX vs. CR groups are displayed in Figure S3A,B. In total, 13 upregulated and 24 downregulated genes were found in the EX group compared to control (Figure S3C,E), and 25 upregulated and 5 downregulated genes were found in the CREX group vs. the CR group (Figure S3D,F).

### 3.4. Analysis of DEGs Encoding Adipokines upon CR with or without EX

BAT can secrete various adipokines executing autocrine, paracrine and endocrine regulatory functions [34]. We explored the effects of CR and/or EX on genes encoding adipokines [35,36,37]. 

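Of the genes that Figure 3A shows as higher in the CR group, 42 of 44 were upregulated DEGs in edgeR's test (median log2 fold change 0.87), and of those it shows as lower 63 of 67 were downregulated DEGs (median -0.84). Adjusted over the listed genes alone, 44 and 67 passed, which shows no stability because the lists are the paper's calls on the same libraries. For Figure 3B, 19 of 26 of the genes read as higher in the CREX group and 23 of 40 of those read as lower were DEGs (medians 0.86 and -1.08), and 25 and 39 passed over the list alone. The count that moved most was that of the lower genes of Figure 3B, with 39 called by DESeq2 fitted on all BAT groups. Counts with the replicate block were 38 and 50 for CR and 16 and 18 for CREX (mean correlation of same-numbered libraries -0.302 and 0.123). All listed genes that were tested had the direction of the figure. Fewer genes were read from Figure 3B than the paper's text counts, and the text gives 40 as the number of upregulated genes.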

In total, 111 different adipokine genes were profiled in the CR group compared to the control group, including 67 upregulated and 44 downregulated genes (Figure 3A), and 76 different adipokine genes were identified in the CREX group compared to the EX group, including 40 upregulated and 36 downregulated genes (Figure 3B). There were 21 upregulated and 32 downregulated adipokines overlapping in the two comparisons (Figure 3C). Pathway analysis showed that co-upregulated adipokines were mainly enriched in functions associated with amino acids, fatty acids and small molecule metabolic processes, while co-downregulated adipokines primarily participated in the cell cytoskeleton, cell migration, ECM–receptor interactions and protein digestion and absorption (Figure 3D,E). Moreover, CR-specific upregulated adipokines were related to small molecular metabolic processes, while CR-specific downregulated adipokines were associated with general functions related to the cell cytoskeleton, migration and immune response (Figure 3F,G). As only a few CREX-specific adipokines were identified, we did not analyze the CREX-specific pathways.

### 3.5. Skeletal Muscle-Level Gene and Pathway Alterations upon CR with or without EX

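Skeletal muscle (SkM) libraries were available for 4 control, 3 CR, 4 EX and 3 CREX mice, and their values are expected counts made, rounded and tested as for BAT. Each held between 23050918 and 23425284 counts, with medians of 23106366 in the control, 23166103 in the CR, 23146795 in the EX and 23234123 in the CREX group, and between 17006 and 18126 genes had a read. The smallest abundance that 3 counts can show was 0.128 to 0.130 CPM. The protein-coding genes of the mitochondrial genome took 33.3% to 37.2% of the counts in control mice.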

To profile transcriptional alterations in skeletal muscle response to CR and/or EX, bulk RAN-seq of skeletal muscle was performed. The principal component analysis plot for the four-group intervention is shown in Figure 4A,B. A total of 1308 DEGs were identified in the CR group compared to the control group, including 593 upregulated and 715 downregulated genes (Figure 4C and Figure S4A). 

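In SkM the first principal component carried 71.1% of the variance between the CR and control libraries and 64.3% between the CREX and EX libraries. Both pairs of groups were separated on it (exact permutation test, p = 0.0286 in each, the smallest p that 3 mice against 4 allow). Over all genes kept by the filter it carried 53.4% and 55.3%. Of 13173 genes tested between the CR and control groups, 1264 were DEGs, 563 upregulated and 701 downregulated. Of the other settings on all mice, dropping the fold change minimum moved the count most, to 1839. Leaving out each mouse in turn gave from 928 to 1377 DEGs, and the replicate block gave 1331, with a mean correlation of 0.146 between same-numbered libraries. The largest increases were those of liver-expressed genes: Hamp was at least 33.4-fold, Cyp4a14 at least 30.3-fold and Cyp2a5 at least 53.1-fold higher in the CR group (edgeR adjusted p = 0.00781, 0.0253 and 0.00205). Each of these has a close paralog with which the counting could have split reads. Hamp and Cyp4a14 were not called under 2 and 2 of 12 other settings. The largest decreases were those of Irx3os, at least 10.8-fold lower (edgeR adjusted p = 7.3e-04), of 1700001O22Rik (log2 fold change -3.99, edgeR adjusted p = 5.5e-04) and of 5430401H09Rik (log2 fold change -3.69, edgeR adjusted p = 0.00195).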

Additionally, a total of 1454 DEGs were determined in the CREX group compared to the EX group, including 588 upregulated and 866 downregulated genes (Figure 4D and Figure S4B). 

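From 13112 genes tested, edgeR called 1163 DEGs between the CREX and EX groups, 485 upregulated and 678 downregulated. With each mouse left out in turn the count ran from 343, without CREX replicate 2, to 2570, without CREX replicate 1. Doc2b averaged 4.16 ± 1.17 CPM (SD, n = 3) in the CREX group and 0.170 ± 0.0993 CPM (SD, n = 4) in the EX group (log2 fold change 4.56, standard error 0.36, edgeR adjusted p = 5.1e-04), and Gabrr2 had a log2 fold change of 3.80 (edgeR adjusted p = 0.0122). Gpr179 was at least 8.10-fold higher in the CREX group (edgeR adjusted p = 0.00468). Kera and Srrm4 were at least 12.0-fold and 3.78-fold lower (edgeR adjusted p = 0.00536 and 0.0116), and Srrm4 was not called under 1 other setting.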

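In the CR group 68 of 93 extracellular matrix genes had lower counts and 27 were downregulated DEGs, with a median log2 fold change of -0.27 (quartiles -0.76 and 0.053, Fisher's exact test, adjusted p = 9.1e-12). Col3a1 averaged 10.0 ± 1.02 CPM (SD, n = 3) in the CR group and 62.8 ± 6.85 CPM (SD, n = 4) in the control group (log2 fold change -2.63, standard error 0.13, edgeR adjusted p = 9.5e-06), and Col1a1 had a log2 fold change of -2.33 (edgeR adjusted p = 1.3e-04). Of 20 sterol biosynthesis genes 12 were higher and 2 were upregulated DEGs, a share that did not pass (median 0.18, Fisher's exact test, adjusted p = 1). Acat2 was one of them (log2 fold change 0.75, standard error 0.17, edgeR adjusted p = 0.0187). Of 11 lipoprotein genes, the apolipoproteins and enzymes of plasma lipoproteins, 9 were upregulated DEGs (median 5.12, Fisher's exact test, adjusted p = 1.0e-09). Apoc1 averaged 7.94 ± 4.69 CPM (SD, n = 3) in the CR group and 0.160 ± 0.0988 CPM (SD, n = 4) in the control group (log2 fold change 5.63, standard error 0.61, edgeR adjusted p = 5.7e-04), and Apoc4 was at least 17.8-fold higher (edgeR adjusted p = 5.8e-04). Restricting the test to genes with at least 10 counts in every library removed most of this list, and its median was then 1.04, no longer past the threshold. Medians with the replicate block were -0.26, 0.14 and 4.84 for the extracellular matrix, sterol and lipoprotein lists (mean correlation of same-numbered libraries 0.146). Liver marker genes were also higher in the CR group, 31 of 31 tested, with mean log2(CPM + 1) of at most 0.307 in any control library and at least 1.02 in every CR library. Albumin (Alb), chosen after its values were seen, averaged 108 ± 69.0 CPM (SD, n = 3) in the CR group and 1.12 ± 1.43 CPM (SD, n = 4) in the control group (log2 fold change 6.62, standard error 0.91, edgeR adjusted p = 0.00413).

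**Figure D2:**
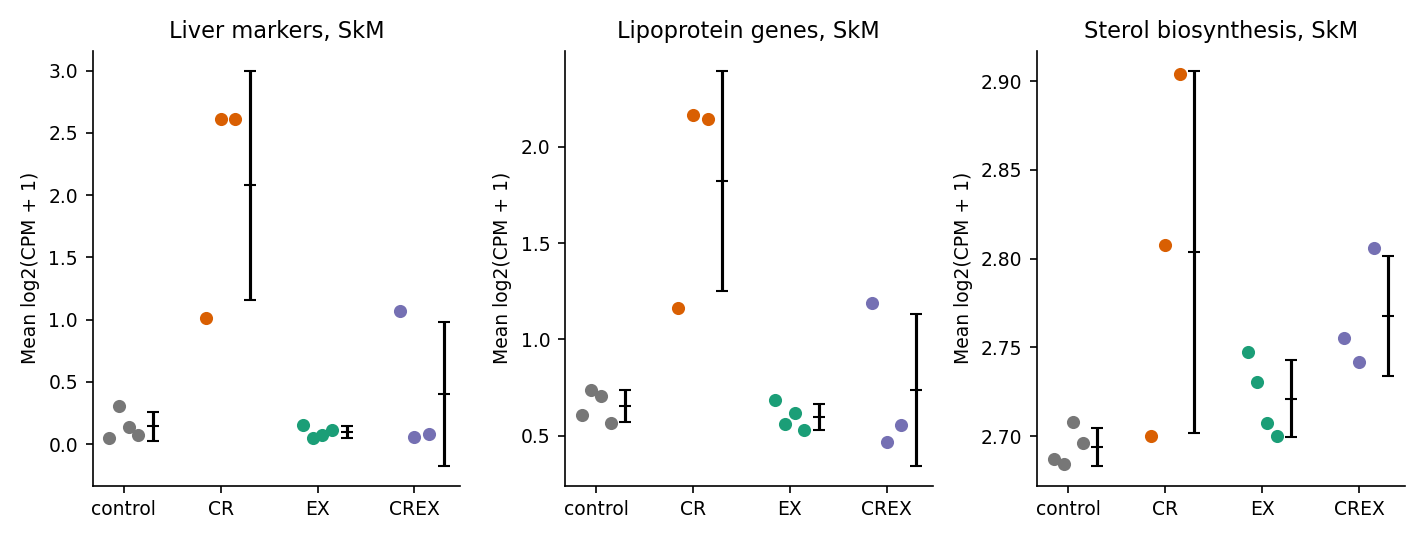
Mean log2(CPM + 1) of liver marker, lipoprotein and sterol biosynthesis genes in each SkM library, by group, with the mean and SD of each group as a bar. Every CR library lies above every control library for the liver markers.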

Pathway analysis demonstrated that all upregulated DEGs induced by CR were mainly enriched in the cholesterol metabolism function, whereas downregulated DEGs were engaged in general functions and pathways related to the ECM and ECM–receptor interactions (Figure 4E,F), similar to the findings for BAT. 

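Of 82 genes of cytosolic ribosomal proteins 80 were higher in the CREX group and 13 were upregulated DEGs (median log2 fold change 0.49, quartiles 0.40 and 0.60, Fisher's exact test, adjusted p = 1.4e-04). Rpl12 averaged 273 ± 92.5 CPM (SD, n = 3) in the CREX group and 125 ± 15.5 CPM (SD, n = 4) in the EX group (log2 fold change 1.12, standard error 0.21, edgeR adjusted p = 0.0134), and like other ribosomal protein genes it has processed pseudogenes that share its reads. The list did not pass in 6 of 7 fits that each left out 1 mouse, nor in 1 edgeR fit over all SkM groups. Of 82 nuclear genes of oxidative phosphorylation 79 were lower and 19 were downregulated DEGs (median -0.43, Fisher's exact test, adjusted p = 6.9e-07). Cox7a1 averaged 73.3 ± 22.8 CPM (SD, n = 3) in the CREX group and 166 ± 12.5 CPM (SD, n = 4) in the EX group (log2 fold change -1.18, standard error 0.20, edgeR adjusted p = 0.00964), and Cox4i1 and Atp5k had log2 fold changes of -0.72 and -0.66 (edgeR adjusted p = 0.0110 and 0.00863). Of 93 extracellular matrix genes 72 were lower and 21 were downregulated DEGs (median -0.37, Fisher's exact test, adjusted p = 2.5e-07), among them Col15a1 (log2 fold change -1.84, standard error 0.15, edgeR adjusted p = 6.0e-04) and Col3a1 (log2 fold change -2.20, edgeR adjusted p = 0.00592). The CREX libraries also differed among themselves in slow muscle fibre genes: the mean log2(CPM + 1) of 11 such genes had an SD of 1.72 across the 3 CREX mice, and its difference from the EX group gave p = 0.114 in an exact permutation test. With this mean as a covariate, a setting chosen after the data were seen, the medians were 0.12 for the ribosome, -0.36 for oxidative phosphorylation and -0.33 for the extracellular matrix, and none of the lists passed. The number of DEGs between CREX and EX mice fell to 45 with this covariate, the largest change of that count among the settings tried on all mice.

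**Figure D3:**
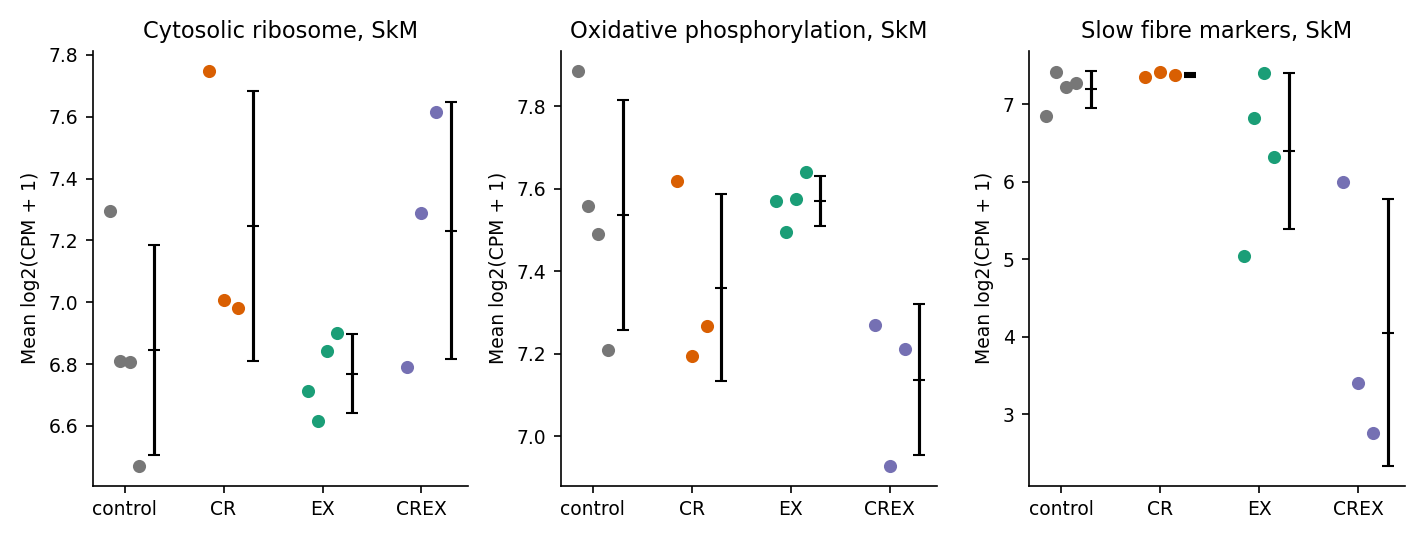
Mean log2(CPM + 1) of ribosomal protein, oxidative phosphorylation and slow fibre genes in each SkM library, by group, with the mean and SD of each group as a bar. The axes do not start at 0. The 3 CREX libraries lie below all EX libraries for oxidative phosphorylation genes.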

Upregulated DEGs induced by CREX were mainly enriched in the general function associated with the ribosome, whereas downregulated DEGs were engaged in general functions and pathways related to the ECM, ECM–receptor interaction and oxidative phosphorylation (Figure 4G,H).

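In SkM, Spearman's rho between the log2 fold changes of CR against control and of CREX against EX was 0.723 across 12927 genes, and Pearson's r was 0.741. Without a filter on low counts the Spearman correlation was 0.457. In 1 edgeR fit over all SkM groups, 0 of 13610 genes had an interaction of CR and EX at an adjusted p under 0.05 (smallest adjusted p = 0.922), and 669 had an unadjusted p under 0.05. With each of 14 mice left out in turn, the number at an adjusted p under 0.05 ran from 0 to 182, and was highest without CREX replicate 1.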

Next, we assessed the similarities and differences in transcriptomic alterations caused by CR and CREX (Figure 4I). 

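In SkM 586 DEGs had the same direction in both comparisons, 241 upregulated and 345 downregulated, and 0 had opposite directions. At an unadjusted p under 0.05 the overlap was 967 genes, and with each of the 14 mice left out in turn it ran from 242 to 748.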

There were 290 commonly upregulated and 434 commonly downregulated genes in the CR and CREX comparisons (Figure 4J). Pathway analysis revealed that co-upregulated DEGs were enriched in functions relating to the AMPK signaling pathway, neuroactive ligand–receptor interactions and cellular senescence, while co-downregulated DEGs were involved in functions relating to the inner mitochondrial membrane protein complex, cell differentiation, cell adhesion and cell migration (Figure S4C,D).

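The shared downregulated genes of SkM included 12 of 13 protein-coding genes of the mitochondrial genome (Fisher's exact test, adjusted p = 3.3e-16), 16 of 92 extracellular matrix genes (adjusted p = 8.0e-08) and 6 of 32 fatty acid oxidation genes (adjusted p = 0.00209), and 1 of 82 nuclear genes of oxidative phosphorylation (adjusted p = 1). Among the shared upregulated genes 10 of 19 glucocorticoid response genes (Fisher's exact test, adjusted p = 2.7e-11) and 4 of 12 denervation response genes (adjusted p = 7.3e-04) were found. No list for the AMPK pathway, neuroactive ligands or senescence was tested.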

Then, we analyzed the role of CR-specific regulated DEGs. 

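In SkM of CR mice alone, 8 of 28 fatty acid synthesis genes (Fisher's exact test, adjusted p = 5.2e-06) and 9 of 11 lipoprotein genes (adjusted p = 1.8e-11) were upregulated, with 3 of 19 amino acid biosynthesis genes (adjusted p = 0.0763). Fatty acid synthesis scores were highest in CR 1, CR 3, CREX 1 and EX 1 (4.34 to 4.79, at most 4.15 elsewhere). Adipose marker scores were highest in the same libraries (3.97 to 4.10, at most 3.25 elsewhere). The liver marker score was 1.07 in CREX 1, and 0.0603 and 0.0789 in CREX 2 and CREX 3. The first 2 lists cannot be told apart from adipose or liver RNA in single libraries. Over all DEGs of CR against control, 5 of 19 amino acid biosynthesis genes were upregulated (median log2 fold change 0.24, Fisher's exact test, adjusted p = 0.0102, replicate block median 0.28, mean correlation of same-numbered libraries 0.146). Glul averaged 778 ± 152 CPM (SD, n = 3) in the CR group and 136 ± 35.3 CPM (SD, n = 4) in the control group (log2 fold change 2.53, standard error 0.21, edgeR adjusted p = 1.3e-04), and Gpt2 and Shmt1 had log2 fold changes of 1.47 and 0.90 (edgeR adjusted p = 7.2e-05 and 0.00365). The list passed in all but 1 of 7 fits that each left out 1 mouse. Genes downregulated in CR mice alone included 11 of 93 extracellular matrix genes (Fisher's exact test, adjusted p = 6.1e-04).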

Upregulated DEGs participated in the lipid metabolic process and the biosynthesis of amino acids, and downregulated DEGs were primarily involved in ECM–receptor interactions, insulin resistance and lipid metabolism (Figure S4E,F). 

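Genes upregulated in SkM of CREX mice alone included 11 of 82 ribosomal protein genes (Fisher's exact test, adjusted p = 6.0e-06). Those downregulated in CREX mice alone included 18 of 82 nuclear genes of oxidative phosphorylation (Fisher's exact test, adjusted p = 7.9e-11) and 5 of 32 fatty acid oxidation genes (adjusted p = 0.0117). By list, 244 upregulated and 333 downregulated genes were called in CREX mice alone and 322 and 356 in CR mice alone. Ribosomal protein genes had a median log2 fold change of 0.42 in CR against control, with 3 of 82 called (limma's cameraPR, adjusted p = 5.0e-09). This p is set across genes and does not measure the spread between mice. Their mean log2(CPM + 1) overlapped between the groups, from 6.98 to 7.75 in CR and from 6.47 to 7.29 in control mice. For no gene of these lists was a difference between the comparisons found by the interaction term. With each mouse left out in turn, the number of interactions in SkM ran from 0 to 182.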

CREX-specific upregulated DEGs were related to the ribosome, and CREX-specific downregulated DEGs were related to general functions concerning channel activity and lipid metabolism (Figure S4G,H).

### 3.6. Skeletal Muscle-Level Gene and Pathway Alterations upon EX with or without CR

Similarly to the BAT transcriptome, a few DEGs were identified in skeletal muscle upon EX with or without CR. 

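Between the EX and control groups 10 of 12907 genes were DEGs, 3 upregulated and 7 downregulated, and 221 passed at an unadjusted p under 0.05 with the same fold change minimum. Between the CREX and CR groups 0 of 13068 genes passed and 311 did so at an unadjusted p under 0.05. With the replicate block 0 genes were called between CREX and CR mice, whose same-numbered libraries had a mean correlation of -0.234. In simulated counts edgeR called 93 of 194 genes changed 2-fold between 3 and 3 mice. From the numbers of DEGs in the comparisons of EX, the paper states that EX changed few genes in SkM, with or without CR, as it did in BAT.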

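The first principal component carried 28.8% of the variance between the EX and control libraries of SkM and 71.7% between the CREX and CR libraries. In neither pair were the groups separated on it (exact permutation test, p = 0.83 for EX and p = 0.200 for CREX, where 3 mice against 3 cannot go below p = 0.1). On the second component, examined after these values were seen, the EX and control libraries did not overlap (20.8% of the variance, exact permutation test, p = 0.0286, the smallest it can give), while the CREX and CR libraries did (10.7%, p = 0.800).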

The principal component analysis plots of the EX versus control groups and CREX versus CR displayed no significant differences (Figure S5A,B). 

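The DEGs between the EX and control groups of SkM included Nrip1 (log2 fold change 0.94, standard error 0.12, edgeR adjusted p = 0.00991), Socs2 (log2 fold change 1.33, edgeR adjusted p = 0.0279) and Aqp4 (log2 fold change 0.65, edgeR adjusted p = 0.0382) among the upregulated genes. Arntl, the clock gene also called Bmal1, averaged 6.55 ± 1.81 CPM (SD, n = 4) in the EX group and 15.1 ± 2.49 CPM (SD, n = 4) in the control group (log2 fold change -1.20, standard error 0.17, edgeR adjusted p = 0.0279). Acot1 and Acot2, paralogs between which reads could have been split, had log2 fold changes of -1.40 and -1.10 (edgeR adjusted p = 0.0138 and 0.00991). Acot2 was not called under 1 of 14 other settings, and the other genes named here were not called under 3 to 9 of them. DESeq2 on the same groups called 49 DEGs for EX against control and 36 for CREX against CR.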

DEG analysis distinguished 48 DEGs in the EX group versus the control group, encompassing 20 upregulated genes and 28 downregulated genes (Figure S5C,E), and 15 DEGs in the CREX group versus the CR group, consisting of 6 upregulated genes and 9 downregulated genes (Figure S5D,H). GO and pathway analyses verified that the upregulated DEGs induced by EX were related to circadian rhythm, whereas the downregulated DEGs were related to the PPAR signaling pathway (Figure S5F,G).

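Of 11 clock genes of the E-box group, 9 were higher in the EX group and 0 were DEGs in edgeR's test (median log2 fold change 0.21, Fisher's exact test, adjusted p = 1). The list passed with limma's cameraPR (adjusted p = 3.4e-05) and with DESeq2 on the same groups. Per2 averaged 22.3 ± 6.11 CPM (SD, n = 4) in the EX group and 9.57 ± 2.18 CPM (SD, n = 4) in the control group (log2 fold change 1.23, standard error 0.22, edgeR adjusted p = 0.0989), and each EX library was above each control library. Of 18 PPAR targets 17 were lower and 3 were downregulated DEGs, Acot1, Acot2 and Ehhadh (median -0.35, Fisher's exact test, adjusted p = 1.7e-06). Ehhadh averaged 6.52 ± 0.434 CPM (SD, n = 4) in the EX group and 10.5 ± 0.956 CPM (SD, n = 4) in the control group (log2 fold change -0.68, standard error 0.11, edgeR adjusted p = 0.0279), with control replicate 2 apart from the other controls. Ehhadh was not called under 7 of 14 other settings. In 1 edgeR fit over all SkM groups neither list passed.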

### 3.7. Analysis of DEGs Encoding Myokines upon CR with or without EX

Skeletal muscle has been reported to secret myokines to communicate with other tissues [38,39,40,41]. Therefore, we investigated the effects of CR and/or EX on genes encoding myokines. In total, 100 different myokine genes were profiled in the CR compared to control groups, including 35 upregulated and 65 downregulated myokines (Figure 5A), and 112 different myokine genes were determined in the CREX group compared to the EX group, including 30 upregulated and 82 downregulated myokines (Figure 5B). 

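From the genes of Figure 5A, 31 of 35 read as higher and 62 of 64 read as lower in the CR group were DEGs with edgeR (median log2 fold changes 0.93 and -0.89), and 35 and 64 passed over the list alone. From those of Figure 5B, 21 of 30 read as higher and 58 of 82 read as lower in the CREX group were DEGs (medians 0.87 and -0.91), and 27 and 82 passed over the list alone. For CR the counts with the replicate block were 26 and 59 (mean correlation of same-numbered libraries 0.146). For CREX they were 7 and 45 (mean correlation 0.0296). Each tested gene had the direction of its figure.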

There were 9 upregulated and 44 downregulated adipokines overlapping in the two comparisons (Figure 5C).

GO and pathway analyses showed that co-upregulated myokines were mainly enriched in functions associated with calcium ion transport and the ECM, while co-downregulated DE myokines were primarily related to cell growth, cell migration, cellular response to environmental stimuli and cancer-related pathways (Figure 5D,E). CR-specific upregulated DE myokines were related to vitamin binding, lipid location, carbon metabolism and the ECM, and downregulated DE myokines were linked to general functions concerning skeletal system development, cell motility, immune response and the MAPK signaling pathway (Figure 5F,G). CREX-specific upregulated DE myokines were associated with general functions concerning the ribosome, and downregulated DE myokines were related to various metabolic processes, immune response and the lipid and atherosclerosis signaling pathway (Figure 5H,I). As EX had little effect on transcriptome alterations, it only caused tiny changes in genes encoding myokines.

### 3.8. Cell Proportion Alterations resulting from CR and/or EX across the Two Tissues

BAT and skeletal muscle are heterogeneous tissues with different cell types. We analyzed the cell proportions in BAT and skeletal muscle. To recognize the cell population compositions of the two tissues, we performed deconvolution analysis using published single-cell or single-nuclei RNA sequencing data (BAT, GSE207706; skeletal muscle, GSE183288). Statistical comparisons were not performed for proportions of cell subgroups close to or equal to zero. For the BAT, five cell populations—adipose cells, myogenic cells, mesothelial cells, endothelial cells and smooth muscle cells—were analyzed (Figure 6A). Only mesothelial cell proportions were decreased in the CR group compared to control. 

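Cell types were followed here by marker scores, the mean log2(CPM + 1) of a short list of marker genes per library, which measure RNA abundance and not proportions. The mesothelial score was 0.529 ± 0.0280 (SD, n = 4) in the CR group and 0.342 ± 0.0582 (SD, n = 3) in the control group (difference 0.19, exact permutation p = 0.0286, adjusted p = 0.190, two-sided), with each CR library above each control library. The score rests on 1 marker, since all others had almost no counts: Lrrn4 had a log2 fold change of 1.38 (edgeR adjusted p = 6.8e-04). Taken as the median over the markers in place of the mean, the difference was -0.0095, of the opposite sign. None of the 20 tests in BAT, over 5 cell types and 4 comparisons, passed an adjusted p under 0.05, and the smallest p that 4 mice against 3 allow is 0.0286, so that such a value was hard to reach even for groups that do not overlap.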

The other four cell proportions did not show significantly different responses to CR without or with EX. In addition, EX decreased the adipose cell proportions and increased the myogenic and endogenic cell proportions. 

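Between the CR and control groups the differences were -0.19 for adipose cells (exact permutation p = 0.0571), 1.04 for myogenic cells (p = 0.6), -0.34 for endothelial cells (p = 0.0571) and -0.12 for smooth muscle cells (p = 0.143), all on the log2 scale of the score. For CREX against EX they were -0.11, 1.08, -0.21 and -0.28 for the same cell types, with exact permutation p-values of 0.229, 0.714, 0.0857 and 0.0286 and a smallest adjusted p of 0.190.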

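The adipose score was 10.5 ± 0.0884 (SD, n = 4) in the EX group and 10.6 ± 0.0530 (SD, n = 3) in the control group (difference -0.14, exact permutation p = 0.114, adjusted p = 0.254). Among its markers, Ucp1 had a log2 fold change of -0.26 with EX (edgeR adjusted p = 0.703). The myogenic score was 5.06 ± 3.11 (SD, n = 4) in the EX group and 2.43 ± 2.25 (SD, n = 3) in the control group (difference 2.63, exact permutation p = 0.257, adjusted p = 0.396), with a spread within the groups about as wide as the difference between them. The endothelial score was lower in the EX group (difference -0.20, exact permutation p = 0.0571, adjusted p = 0.190).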

For skeletal muscle, deconvolution analysis identified ten cell populations: muscle fiber cells, satellite cells, fibro-adipogenic progenitor (FAP) cells, B cells, dendritic cells, monocyte cells, neutrophil cells, smooth muscle cells, endothelial cells and glial cells (Figure 6B). 

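The muscle fiber score of SkM was 13.5 ± 0.152 (SD, n = 3) in the CR group and 13.1 ± 0.0545 (SD, n = 4) in the control group (difference 0.30, exact permutation p = 0.0286, adjusted p = 0.229). In CREX against EX mice it differed by 0.052 (exact permutation p = 0.343, adjusted p = 0.667). None of the 40 exact permutation tests of marker scores in SkM passed an adjusted p under 0.05 (smallest adjusted p = 0.229), and with a smallest possible p of 0.0286 for 3 mice against 4 or 4 against 4, and a larger one for 3 against 3, such a value was hard to reach even for groups that do not overlap.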

CR with or without EX had no significant effects on muscle fiber cell proportions. 

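In CR mice the satellite cell score of SkM was 1.75 ± 0.0130 (SD, n = 3) in the CR group and 1.71 ± 0.0696 (SD, n = 4) in the control group (difference 0.040, exact permutation p = 0.429, adjusted p = 0.686), and with the median over markers the difference was -0.069. The endothelial score was 4.22 ± 0.0521 (SD, n = 3) in the CR group and 4.76 ± 0.147 (SD, n = 4) in the control group (difference -0.54, exact permutation p = 0.0286, adjusted p = 0.229), with every CR library below every control library, and Kdr had a log2 fold change of -1.27 (edgeR adjusted p = 0.00460). For dendritic cells the score was 0.546 ± 0.0498 (SD, n = 3) in the CR group and 0.758 ± 0.0722 (SD, n = 4) in the control group (difference -0.21, exact permutation p = 0.0286, adjusted p = 0.229). Neutrophil genes were near the floor in both groups, with a score of 0.0207 ± 0.0148 (SD, n = 3) in the CR group and 0.0571 ± 0.0371 (SD, n = 4) in the control group (difference -0.036, exact permutation p = 0.171, adjusted p = 0.623).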

CR probably increased the satellite and endothelial cell proportions but decreased immune cell proportions, such as dendritic and neutrophil cell proportions (Figure 6B). 

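With EX, the endothelial score of SkM changed by -0.11 (exact permutation p = 0.286, adjusted p = 0.667), the dendritic score by -0.046 (p = 0.371) and the neutrophil score by -0.0041 (p = 0.914). The neutrophil difference changed sign with the median over markers, to 0.031, and with a pseudocount of 0.1, to 0.026. The endothelial score of CREX against EX mice was 3.92 ± 0.419 (SD, n = 3) in the CREX group and 4.66 ± 0.159 (SD, n = 4) in the EX group (difference -0.74, exact permutation p = 0.0286, adjusted p = 0.229).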

While endothelial cell proportions were increased by EX, immune cell (neutrophil and dendritic cells) proportions were decreased. Both CR and EX decreased smooth muscle cell proportions. 

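The smooth muscle score of SkM differed by -0.011 between CR and control mice (exact permutation p = 0.914) and by 0.0023 between EX and control mice (exact permutation p = 0.971), less than the SD of 0.0986 across the control mice. With the median over markers the EX difference was -0.24, so its sign depends on the scoring. Myh11 had log2 fold changes of 0.020 and 0.16 (edgeR adjusted p = 0.961 and 0.965).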

CR had no effects on the proportions of the other three cell populations with or without EX.

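The other scores of SkM differed between CR and control mice by -0.29 for FAP cells, -0.22 for monocyte cells, -0.060 for glial cells and -0.074 for B cells (exact permutation p = 0.143, 0.0857, 0.914 and 0.343). Between CREX and EX mice they differed by -0.40, -0.052, -0.16 and -0.044, with exact permutation p-values of 0.171 and above.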

### 3.9. The Crosstalk between BAT and Muscle upon CR with or without EX

BAT and skeletal muscle originate from the same precursors in the somites and display multifaceted interactions. Our group previously reported that BAT could communicate with skeletal muscle via myostatin [1]. Others have shown that skeletal muscle secreted myokines to regulate the metabolism of adipose tissue [20,21,22]. We analyzed the networks between BAT and skeletal muscle. Gene networks linking selected DEGs from the two tissues encoding interacting proteins were constructed. Biologically meaningful modules of interacting proteins linked with metabolism were shown (Figure 7A). Considering that the main cell compositions of BAT and skeletal muscle were adipocyte and muscle fiber cells, respectively, we performed NicheNet analysis to explore potential inter-tissue communication between BAT and skeletal muscle. We found that CR-regulated, BAT-derived ligands had the potential to modulate skeletal muscle-selective gene programs related to fatty acid metabolism and thermogenesis. The five BAT ligands with the highest predicted activity in CR were Apoe, Bmp5, Nptn, Col5a3 and Inhbb. All of the five had corresponding receptors with high interaction potential in skeletal muscle (Figure 7B). These receptors could regulate several target genes in skeletal muscle correlated with fatty acid metabolism and thermogenesis (Figure 7C). Of the top five potential ligands in BAT, Nptn was upregulated, and Inhbb, Col5a3, Apoe and Bmp5 were downregulated (Figure 7D). 

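Apoe on chromosome 7 from 19696244 to 19701310 (GRCm38) averaged 333 ± 19.2 CPM (SD, n = 4) in the CR group and 623 ± 48.0 CPM (SD, n = 3) in the control group in BAT (log2 fold change -0.90, standard error 0.073, edgeR adjusted p = 7.5e-05). Col5a3 on chromosome 9 from 20770050 to 20815117 averaged 11.8 ± 1.70 CPM (SD, n = 4) in the CR group and 26.7 ± 0.956 CPM (SD, n = 3) in the control group (log2 fold change -1.18, standard error 0.10, edgeR adjusted p = 1.1e-04), with CR replicate 2 above the other CR mice. Bmp5 averaged 1.12 ± 0.188 CPM (SD, n = 4) in the CR group and 2.08 ± 0.598 CPM (SD, n = 3) in the control group (log2 fold change -0.89, standard error 0.25, edgeR adjusted p = 0.0303) and Inhbb 0.942 ± 0.329 CPM (SD, n = 4) in the CR group and 1.86 ± 0.438 CPM (SD, n = 3) in the control group (log2 fold change -0.96, standard error 0.30, edgeR adjusted p = 0.0418). Of 13 other settings, 5 did not call Bmp5 and 8 did not call Inhbb. Nptn averaged 80.3 ± 4.27 CPM (SD, n = 4) in the CR group and 70.2 ± 0.969 CPM (SD, n = 3) in the control group (log2 fold change 0.20, standard error 0.066, edgeR adjusted p = 0.0588), below the fold change minimum and above the threshold on p in edgeR. Fitted with the replicate block (mean correlation of same-numbered libraries -0.302), the log2 fold changes were -0.87 for Apoe and -1.14 for Col5a3, -0.74 for Bmp5, -0.97 for Inhbb and 0.19 for Nptn (edgeR adjusted p = 0.00251, 0.00232, 0.137, 0.156 and 0.204).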

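In SkM, Ehhadh had a log2 fold change of -0.95 between the CR and control groups (standard error 0.13, edgeR adjusted p = 0.00161), and Acsl1 of -1.03 (standard error 0.13, edgeR adjusted p = 0.00106). Hadha averaged 276 ± 10.1 CPM (SD, n = 3) in the CR group and 432 ± 21.6 CPM (SD, n = 4) in the control group (log2 fold change -0.64, standard error 0.11, edgeR adjusted p = 0.00409), and Hadhb had a log2 fold change of -0.68 (edgeR adjusted p = 0.00493), with control replicate 1 above the other controls. Hsd17b7 averaged 5.51 ± 1.01 CPM (SD, n = 3) in the CR group and 3.50 ± 0.671 CPM (SD, n = 4) in the control group (log2 fold change 0.66, standard error 0.18, edgeR adjusted p = 0.0393), and it was not called under 6 of 13 other settings. Acadvl, Hadh and Acaa2 had adjusted p-values of 0.0172, 0.0216 and 0.0172 in edgeR's test with log2 fold changes of -0.50, -0.49 and -0.56, below the fold change minimum. Acaa2 passed both thresholds under 3 of 13 other settings. For Acadl, Ndufs1, Cox5a, Ndufb2 and Atp5h the log2 fold changes were -0.35, -0.31, -0.26, -0.34 and -0.20 (edgeR adjusted p = 0.0556, 0.0978, 0.245, 0.276 and 0.516). Fdft1 had 0.31 (edgeR adjusted p = 0.106). With the replicate block (mean correlation of same-numbered libraries 0.146) Hadha had -0.65 and Hsd17b7 0.71 (edgeR adjusted p = 0.00338 and 0.0134).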

A total of 15 target genes regulated by these receptors were identified, of which Ehhadh, Acsl1, Hadha and Hadhb were downregulated; Hsd17b7 was upregulated; and Acadvl, Hadh, Acaa2, Acadl, Ndufs1, Dhcr24, Cox5a, Ndufb2, Atp5h and Fdft1 were not significantly different in the CR group compared to the control group (Figure 7E).

Next, we investigated whether CR-regulated, skeletal muscle-derived ligands had the potential to regulate BAT-selective gene programs related to fatty acid metabolism and thermogenesis (Figure 7F). The top five skeletal muscle ligands with the highest predicted activity in the CR group were Apoe, Col5a3, Gpi1, Angpt1 and Col4a1, and all had corresponding receptors with high interaction potential in BAT (Figure 7F). These receptors could regulate multiple target genes in BAT correlated with fatty acid metabolism and thermogenesis (Figure 7G). 

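In SkM Apoe averaged 101 ± 17.5 CPM (SD, n = 3) in the CR group and 40.3 ± 4.06 CPM (SD, n = 4) in the control group (log2 fold change 1.33, standard error 0.14, edgeR adjusted p = 3.9e-04), in libraries where liver marker genes were also higher in the CR group. Gpi1 averaged 1376 ± 379 CPM (SD, n = 3) in the CR group and 962 ± 75.5 CPM (SD, n = 4) in the control group (log2 fold change 0.53, standard error 0.17, edgeR adjusted p = 0.0678), short of both thresholds, and it was called under none of 13 other settings. Angpt1 averaged 3.12 ± 0.684 CPM (SD, n = 3) in the CR group and 7.11 ± 1.61 CPM (SD, n = 4) in the control group (log2 fold change -1.18, standard error 0.21, edgeR adjusted p = 0.00574) and Col4a1 45.0 ± 4.79 CPM (SD, n = 3) in the CR group and 103 ± 15.6 CPM (SD, n = 4) in the control group (log2 fold change -1.18, standard error 0.14, edgeR adjusted p = 8.5e-04). Col5a3 averaged 10.9 ± 2.91 CPM (SD, n = 3) in the CR group and 19.1 ± 2.61 CPM (SD, n = 4) in the control group (log2 fold change -0.80, standard error 0.19, edgeR adjusted p = 0.0177). Log2 fold changes with the replicate block (mean correlation of same-numbered libraries 0.146) were 1.27, 0.44, -1.04, -1.13 and -0.76 for Apoe, Gpi1, Angpt1, Col4a1 and Col5a3.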

Of the top five potential ligands in skeletal muscle, Apoe and Gpi1 were upregulated and Angpt1, Col4a1 and Col5a3 were downregulated (Figure 7H). A total of seven target genes regulated by these receptors were identified, of which Hsd17b7, Dhcr24 and Fdft1were upregulated and Ndufs1, Cox5a, Atp5h and Ndufs8 were not significantly different in the CR group compared to the control group (Figure 7I).

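In BAT Fdft1 averaged 253 ± 28.5 CPM (SD, n = 4) in the CR group and 111 ± 22.3 CPM (SD, n = 3) in the control group (log2 fold change 1.19, standard error 0.14, edgeR adjusted p = 9.9e-04). Hsd17b7 averaged 6.91 ± 1.80 CPM (SD, n = 4) in the CR group and 4.29 ± 0.828 CPM (SD, n = 3) in the control group (log2 fold change 0.69, standard error 0.22, edgeR adjusted p = 0.0511), not called by edgeR. DESeq2 on the same groups called it (adjusted p = 0.0249). Cox5a, Atp5h and Ndufs8 had log2 fold changes of 0.15, 0.17 and 0.16 (edgeR adjusted p = 0.0919, 0.0709 and 0.0991). Ndufs1 had -0.0054 (standard error 0.062, edgeR adjusted p = 0.960), whose sign changed under 5 of 13 other settings. With the replicate block (mean correlation of same-numbered libraries -0.302) the log2 fold change of Fdft1 was 1.25 (edgeR adjusted p = 0.0193).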

Furthermore, we performed NicheNet analyses of the CREX and EX conditions. The top five BAT-derived ligands with the highest predicted activity in the CR with EX condition were Apoe, Bmp5, Col5a3, Pdgfd and Sfrp2, and all had several receptors with high interaction potential in skeletal muscle (Figure S6A). These receptors could regulate multiple target genes in skeletal muscle correlated with fatty acid metabolism and thermogenesis (Figure S6B). 

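Between the CREX and EX groups of BAT, Apoe averaged 255 ± 35.9 CPM (SD, n = 4) in the CREX group and 479.5 ± 62.7 CPM (SD, n = 4) in the EX group (log2 fold change -0.91, standard error 0.12, edgeR adjusted p = 0.00284) and Bmp5 0.963 ± 0.320 CPM (SD, n = 4) in the CREX group and 2.55 ± 0.383 CPM (SD, n = 4) in the EX group (log2 fold change -1.41, standard error 0.26, edgeR adjusted p = 0.0119). Col5a3 averaged 14.3 ± 1.37 CPM (SD, n = 4) in the CREX group and 19.3 ± 2.33 CPM (SD, n = 4) in the EX group (log2 fold change -0.44, standard error 0.11, edgeR adjusted p = 0.0349), below the fold change minimum, with EX replicate 2 below the other EX mice. Pdgfd had a log2 fold change of -0.59 (standard error 0.17, edgeR adjusted p = 0.0586) and Sfrp2 of -2.19 (standard error 0.76, edgeR adjusted p = 0.122), and neither was called. DESeq2 on the same groups called Sfrp2 (adjusted p = 0.0141), while Pdgfd had an adjusted p of 0.0222 there and stayed just below the fold change minimum. The replicate block (mean correlation of same-numbered libraries 0.123) gave log2 fold changes of -0.92 for Apoe, -1.43 for Bmp5, -0.43 for Col5a3, -0.57 for Pdgfd and -1.76 for Sfrp2.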

The five skeletal muscle-derived ligands with the highest predicted activity in the CREX group were Gpi1, Col4a1, Icam2, Cx3cl1 and Nampt, and all had several receptors with high interaction potential in BAT (Figure S6C). These receptors could regulate multiple target genes in BAT correlated with fatty acid metabolism and thermogenesis (Figure S6D). 

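In SkM of CREX and EX mice, Col4a1 averaged 44.2 ± 9.25 CPM (SD, n = 3) in the CREX group and 84.2 ± 9.35 CPM (SD, n = 4) in the EX group (log2 fold change -0.93, standard error 0.16, edgeR adjusted p = 0.0103). Icam2 had a log2 fold change of -1.04 (standard error 0.18, edgeR adjusted p = 0.0103), and Cx3cl1 of -1.79 (standard error 0.34, edgeR adjusted p = 0.0134). Gpi1 averaged 1451 ± 232 CPM (SD, n = 3) in the CREX group and 1038 ± 137 CPM (SD, n = 4) in the EX group (log2 fold change 0.47, standard error 0.14, edgeR adjusted p = 0.0547), with EX replicate 4 above the other EX mice, and Nampt 85.8 ± 2.23 CPM (SD, n = 3) in the CREX group and 108 ± 9.20 CPM (SD, n = 4) in the EX group (log2 fold change -0.33, standard error 0.098, edgeR adjusted p = 0.0510), and neither passed the thresholds. Gpi1 was called under 1 of 13 other settings and Nampt under 0.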

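The response of Apoe and Col5a3 to CR was compared between the tissues as an interaction of tissue and CR in 1 edgeR fit over the CR and control libraries of BAT and SkM. For Apoe the log2 fold change in BAT minus that in SkM was -2.22 (standard error 0.17, edgeR adjusted p = 1.8e-06). For Col5a3 it was -0.37 (standard error 0.22, edgeR adjusted p = 0.350), so no difference between the tissues was found for Col5a3. The fit took BAT and SkM libraries as independent, and any pairing by mouse across the tissues was not modelled.

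**Figure D4:**
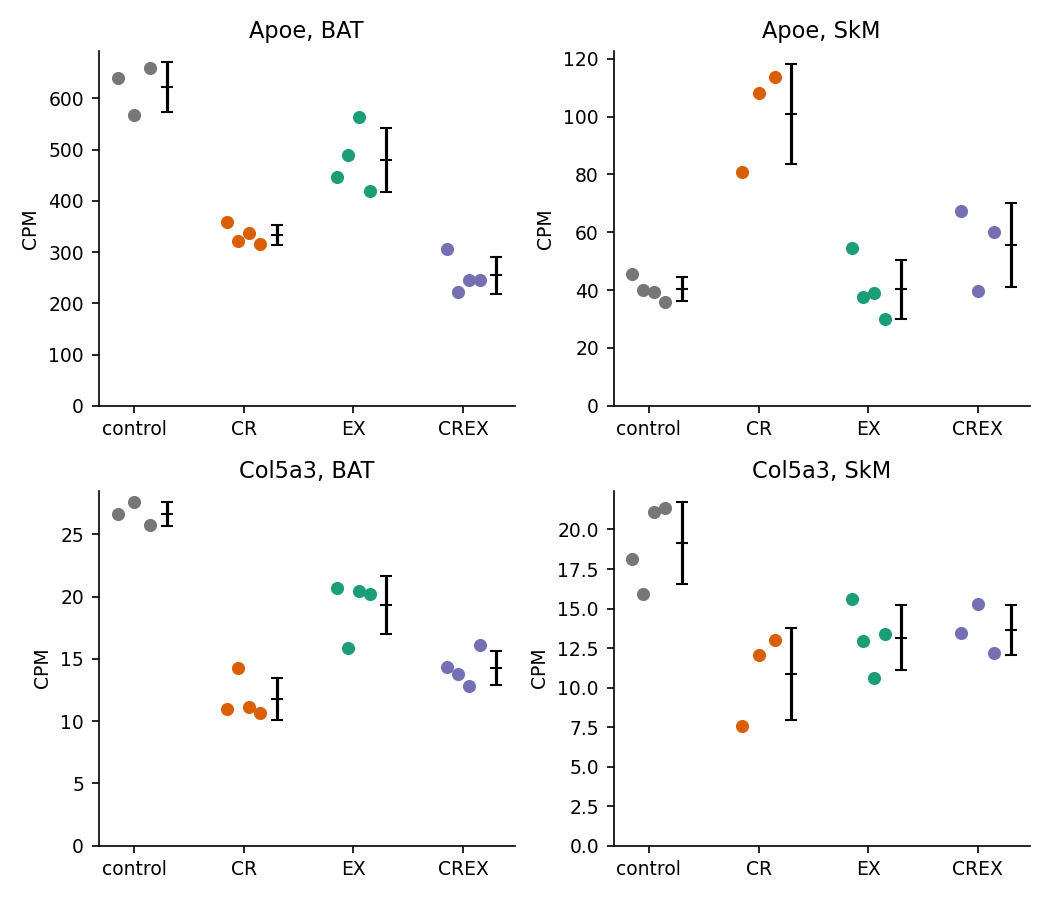
Abundance of Apoe and Col5a3 (CPM) in each library of BAT and SkM, by group, with the mean and SD of each group as a bar. In the CR group Apoe lies below the control group in BAT and above it in SkM.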

Taken together, the findings suggested that Apoe and Col5a3 were mainly involved in interactions under the different conditions, indicating that Apoe and Col5a3 might play vital roles in thermogenesis and fatty acid metabolism.

## 4. Discussion

Skeletal muscle and BAT are two well-described thermogenic sites that utilize distinct mechanisms for heat production. CR and EX are two lifestyle interventions that aim to produce improvements in metabolic health. The comparative effects of EX vs. CR on transcriptomics in BAT vs. skeletal muscle have not previously been reported. In the present study, we compared the effects of 8 weeks of CR with/without EX on mRNA expression and signaling pathways relating to thermogenesis, metabolism and ECM; in addition, we examined the cell populations and potential ligand–receptor communications between BAT and muscle. 

Our data showed that CR and CREX can significantly reduce body weight and fat mass; however, we did not observe significant differences between the EX and control groups. CR, EX and CREX could decrease fed glucose; however, there was a greater decrease in the CREX group compared to the EX group. Our findings highlight that strategies targeting obesity should combine both CR and EX. White adipose tissue, accounting for the largest volume of adipose tissue in humans, is critical for energy storage, endocrine communication and glucose homeostasis [42]. Browning is a process that plays a critical role in white adipose tissue regulation and leads to increased thermogenesis [43]. CR has been reported to result in browning of white adipose tissue in lean male C57BL/6 and BALB/c mice after only 1 week of restriction [14], which is consistent with our results. In a previous study, CR enhanced the thermogenesis of BAT by affecting the tricarboxylic acid cycle and fatty acid degradation [32]. Inhibition of the ECM and fatty acid metabolism have been reported to be linked to thermogenesis of BAT [44,45]. In our study, CR showed a decline in the ECM but enhanced fatty acid biosynthesis in BAT, which also indicated that CR activates thermogenesis in BAT. It is possible that, during CR, BAT switches function to store lipids, as shown in 9 month old rats subjected to 6 months of CR and ECM remodeling [46,47]. 

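Of 18 genes of brown adipocyte thermogenesis, a list applied here after its values were seen, 14 were lower in the CR group, 3 were downregulated DEGs and 1 was an upregulated DEG (median log2 fold change -0.25, Fisher's exact test for the downregulated genes, adjusted p = 0.696). The list passed as lower with limma's cameraPR (adjusted p = 0.0347) and with the replicate block (median -0.27, mean correlation of same-numbered libraries -0.302). Ucp1 averaged 2095 ± 331 CPM (SD, n = 4) in the CR group and 4257 ± 451 CPM (SD, n = 3) in the control group (log2 fold change -1.02, standard error 0.12, edgeR adjusted p = 7.2e-04), and Prdm16 had a log2 fold change of -1.35 (edgeR adjusted p = 0.00498). Slc27a1, a fatty acid transporter, rose (log2 fold change 1.12, edgeR adjusted p = 0.00116). In CREX mice, a comparison of this gene chosen after its values were seen, the log2 fold change of Ucp1 was -0.99 (edgeR adjusted p = 0.0192).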

Unlike BAT, CR induced cholesterol metabolism and decreased ECM in skeletal muscle. The gene expression level of the ECM, which includes many collagen genes, coincides with changes in muscle size, increasing during muscle hypertrophy [48] and decreasing during experimental muscle atrophy [49]. Alternatively, changes in ECM gene expression may simply reflect changes in protein turnover.

EX and CR can reduce weight loss by increasing skeletal muscle and BAT burning; however, evidence has shown that exercise alone without dietary restrictions cannot reduce body weight significantly, which indicates that exercise alone is not effective for weight loss, especially for those patients with cardiometabolic diseases [50]. Our study aimed to investigate the joint effects of CR and EX on RNA transcription in skeletal muscle and BAT. Our data showed that the targeted pathway of weight loss in skeletal muscle and BAT was the metabolism of fatty acid, which is consistent with the function of skeletal muscle and BAT. Our data highlighted that strategies for weight loss should consider combining CR and EX simultaneously. 

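Between the CREX and EX groups the satellite cell score of SkM was 1.86 ± 0.0623 (SD, n = 3) in the CREX group and 1.77 ± 0.0501 (SD, n = 4) in the EX group (difference 0.093, exact permutation p = 0.114, adjusted p = 0.571), and between the CREX and CR groups it differed by 0.12 (exact permutation p = 0.1, the smallest that 3 mice against 3 allow). As the median over markers, the difference between CREX and EX mice was -0.036. Cdh15 had a log2 fold change of 0.78 (edgeR adjusted p = 0.0130), and Pax7 of -0.22 (edgeR adjusted p = 0.625).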

In line with a previous study [11], our data showed that satellite population was increased, especially in the CREX group, indicating that CREX-induced metabolic factors play an important role in regulating stem cell function. In addition, consistent with Cara’s study [32], our results showed that, compared with EX, the amino acid biosynthesis pathway was upregulated in CREX, which indicated that CR plays a critical role in amino acid metabolism. 

Unexpectedly, the present study did not detect significance in the ability of EX to alter mRNA levels of markers of lipid or carbohydrate metabolism in BAT or skeletal muscle. Several reasons may account for this. First, the time of tissue collection: mice were sacrificed 24 h after the last bout of running when the mRNA profiles were probably back to normal. Second, the intensity of exercise: we trained the mice with a low-intensity recipe, which might not have been sufficient to cause gene expression alterations. Third, the duration of running: the mice only ran 1 h per day. Longer duration and higher intensity for the exercise are required in further investigations.

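The sizes of the CR and EX responses were set side by side as main effects, each averaged over the groups with and without the other intervention, in 1 edgeR fit per tissue. In BAT 1642 of 13922 genes passed an adjusted p under 0.05 and the fold change minimum for CR and 1 did for EX. In SkM 1922 of 13610 did for CR and 4 for EX. At an unadjusted p under 0.05 with the same minimum the EX counts were 515 and 245. DESeq2 gave 79 genes for EX in BAT and 27 in SkM. The replicate block gave counts for CR of 1491 and 1761.

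**Figure D5:**
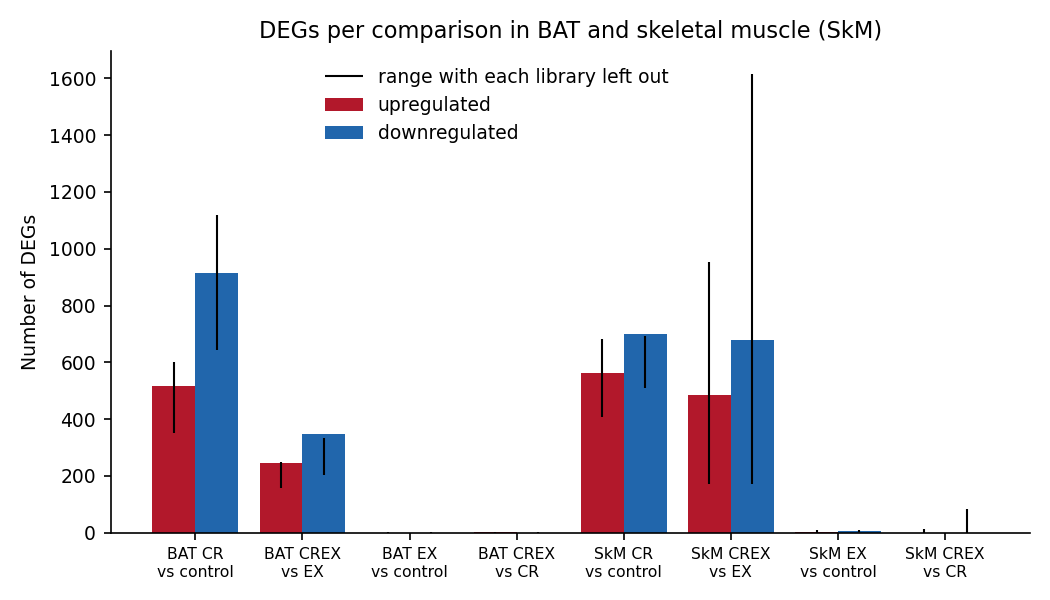
Number of upregulated and downregulated DEGs in each comparison of BAT and SkM, with lines for the range when each library was left out in turn. The comparisons of CR against control and of CREX against EX have the tallest bars.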

Our results in Figure 2 and Figure S3 (BAT) and Figure 4 and Figure S5 (skeletal muscle) showed that the difference in genes alteration between the CR and control groups was substantially stronger than the difference between the EX and control groups, which suggested that CR and EX may exert distinct, nonoverlapping and frequently additive effects on BAT and skeletal muscle. Further work is needed to systematically isolate targetable pathways and address the resulting interactions to develop optimal strategies to promote healthy benefits. 

## Figures and Tables

**Figure 1:**
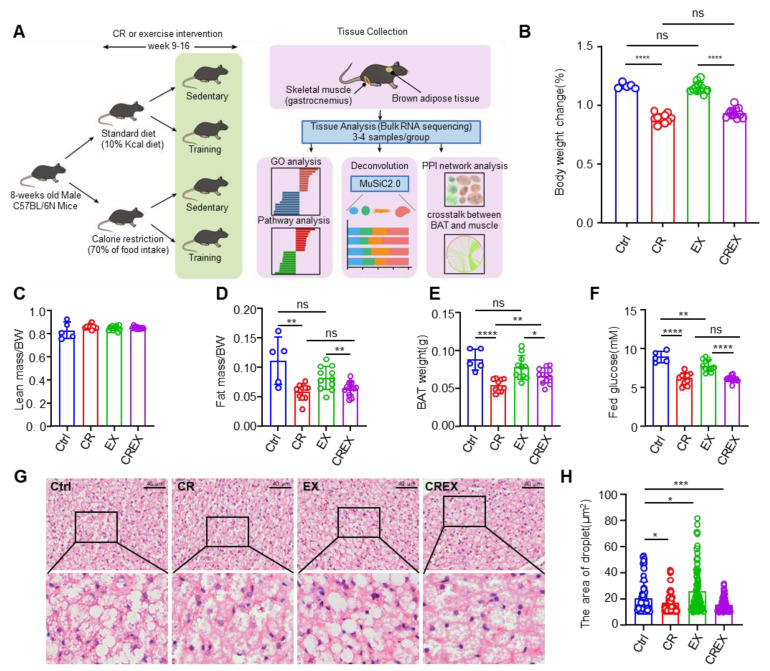
Study overview and phenotypic responses. (**A**) Overview of the mouse study and tissue profiling. (**B**–**F**) Body weight change (**B**), ratio of lean mass to body weight (**C**), ratio of fat mass to body weight (**D**), BAT weight (**E**) and fed glucose (**F**) in the four intervention groups. (**G**) Representative hematoxylin and eosin staining images of BAT (scale bars, 40 μm). (**H**) Areas of the droplets from H&E staining images of BAT. Statistical comparisons were carried out using unpaired one-tailed t tests or Wilcoxon rank sum and signed rank tests (**B**–**F**,**H**). Data are represented as means ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001,**** *p* < 0.0001; ns, not significant; BW, body weight; CR, calorie restriction; EX, exercise training; CREX, calorie restriction combined with exercise training; BAT, brown adipose tissue.

**Figure 2:**
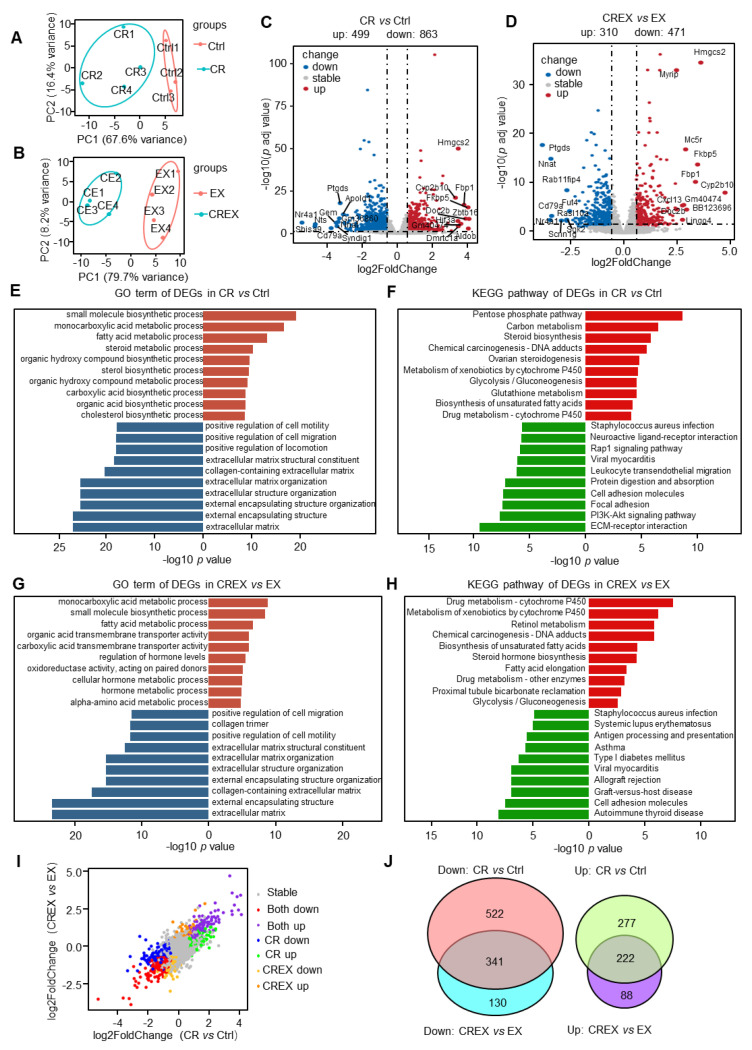
Transcriptomic changes in BAT upon CR with or without EX. (**A**,**B**) Principal component analysis plot of the BAT samples in the control and CR groups (**A**) and in the EX and CREX groups (**B**). (**C**,**D**) Volcano plots of DEGs in the CR vs. control groups (**C**) and in the CREX vs. EX groups (**D**). The top 20 genes with the highest absolute values for the log2FC were labeled (down: *p* < 0.05 and log2FC < −0.58; up: *p* < 0.05 and log2FC > 0.58). (**E**) Enriched GO terms for all DEGs in BAT upon CR. (**F**) Enriched KEGG pathways for all DEGs in BAT upon CR. (**G**) Enriched GO terms for all DEGs in BAT upon CREX. (**H**) Enriched KEGG pathways for all DEGs in BAT upon CREX. (**I**) Dot plot of genes’ log2FC in CR vs. control groups and CREX vs. EX groups. Stable, genes that were not differently expressed in the CR vs. control groups or CREX vs. EX groups; Both down, downregulated DEGS across the two comparisons; Both up, upregulated DEGS across the two comparisons; CR down, specific downregulated DEGS in the comparison between the CR and control groups; CR up, upregulated DEGS in the comparison between the CR and control groups; CREX down, specific downregulated DEGS in the comparison between the CREX and EX groups; CREX up, upregulated DEGS in the comparison between the CREX and EX groups. (**J**) Venn plot of common and distinct DEGs upon CR with or without EX. Brick red, enriched GO terms for upregulated DEGs; navy blue, enriched GO terms for downregulated DEGs; bright red, enriched KEGG pathways for upregulated DEGs; green, enriched KEGG pathways for downregulated DEGs.

**Figure 3:**
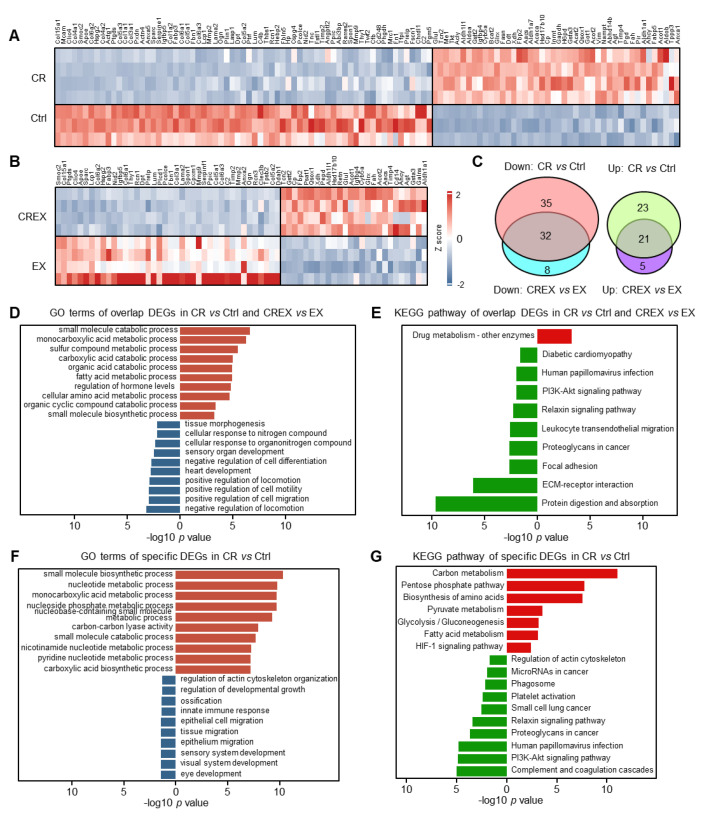
GO terms and KEGG pathways enriched by DEGs encoding adipokines upon CR with or without EX. (**A**,**B**) Heatmap plot of DEGs encoding adipokines in CR vs. control groups (**A**) and in CREX vs. EX groups (**B**). (**C**) Venn plot of common and distinct DEGs encoding adipokines upon CR with or without EX. (**D**) Enriched GO terms for common DEGs encoding adipokines in BAT upon CR with or without EX. (**E**) Enriched KEGG pathways for common DEGs encoding adipokines in BAT upon CR with or without EX. (**F**) Enriched GO terms for specific DEGs encoding adipokines in BAT upon CR. (**G**) Enriched KEGG pathways for specific DEGs encoding adipokines in BAT upon CR. Brick red, enriched GO terms for upregulated DEGs encoding adipokines; navy blue, enriched GO terms for downregulated DEGs encoding adipokines; bright red, enriched KEGG pathways for upregulated DEGs encoding adipokines; green, enriched KEGG pathways for downregulated DEGs encoding adipokines.

**Figure 4:**
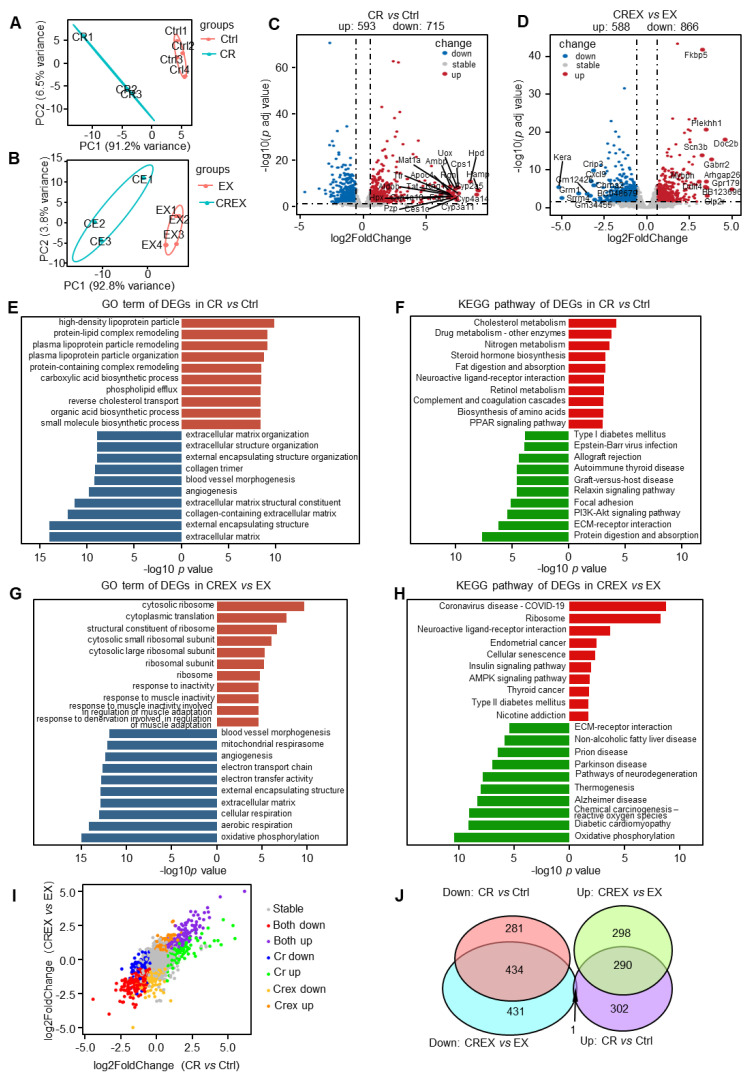
Transcriptomic changes in skeletal muscle upon CR with or without EX. (**A**,**B**) principal component analysis plot of the skeletal muscle samples in the control and CR groups (**A**) and in the EX and CREX groups (**B**). (**C**,**D**) Volcano plots of DEGs in the CR vs. control groups (**C**) and in the CREX vs. EX groups (**D**). The top 20 genes with the largest absolute values for log2FC were labeled (down: *p* < 0.05 and log2FC < −0.58; up: *p* < 0.05 and log2FC > 0.58). (**E**) Enriched GO terms for all DEGs in the skeletal muscle upon CR. (**F**) Enriched KEGG pathways for all DEGs in the skeletal muscle upon CR. (**G**) Enriched GO terms for all DEGs in the skeletal muscle upon CREX. (**H**) Enriched KEGG pathways for all DEGs in the skeletal muscle upon CREX. (**I**) Dot plot of genes’ log2FC in CR vs. control groups and CREX vs. EX groups. Dots with different colors represent genes in different patterns. Stable, genes that were not differently expressed in the CR vs. control groups or CREX vs. EX groups; Both down, downregulated DEGS across the two comparisons; Both up, upregulated DEGS across the two comparisons; CR down, specific downregulated DEGS in the comparison between the CR and control groups; CR up, upregulated DEGS in the comparison between the CR and control groups; CREX down, specific downregulated DEGS in the comparison between the CREX and EX groups; CREX up, upregulated DEGS in the comparison between the CREX and EX groups. (**J**) Venn plot of common and distinct DEGs upon CR with or without EX. Brick red, enriched GO terms for upregulated DEGs; navy blue, enriched GO terms for downregulated DEGs; bright red, enriched KEGG pathways for upregulated DEGs; green, enriched KEGG pathways for downregulated DEGs.

**Figure 5:**
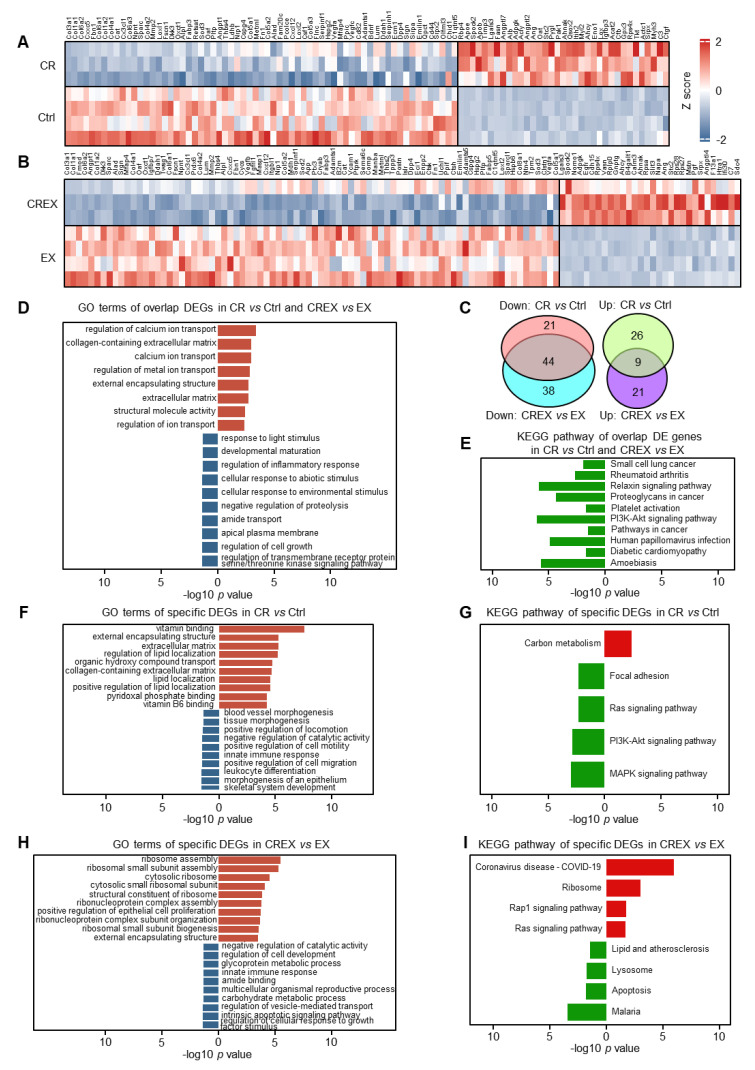
GO terms and KEGG pathways enriched for DEGs encoding myokines upon CR with or without EX. (**A**,**B**) Heatmap plots of DEGs encoding myokines in the CR vs. control groups (**A**) and in the CREX vs. EX groups (**B**). (**C**) Venn plot of common and distinct DEGs encoding myokines upon CR with or without EX. (**D**) Enriched GO terms for common DEGs encoding myokines in the skeletal muscle upon CR with or without EX. (**E**) Enriched KEGG pathways for common DEGs encoding myokines in the skeletal muscle upon CR with or without EX. (**F**) Enriched GO terms for specific DEGs encoding myokines in the skeletal muscle upon CR without EX. (**G**) Enriched KEGG pathways for specific DEGs encoding myokines in the skeletal muscle upon CR. (**H**) Enriched GO terms for specific DEGs encoding myokines in the skeletal muscle upon CR with EX. (**I**) Enriched KEGG pathways for specific DEGs encoding myokines in the skeletal muscle upon CR with EX. Brick red, enriched GO terms for upregulated DEGs encoding myokines; navy blue, enriched GO terms for downregulated DEGs encoding myokines; bright red, enriched KEGG pathways for upregulated DEGs encoding myokines; green, enriched KEGG pathways for downregulated DEGs encoding myokines.

**Figure 6:**
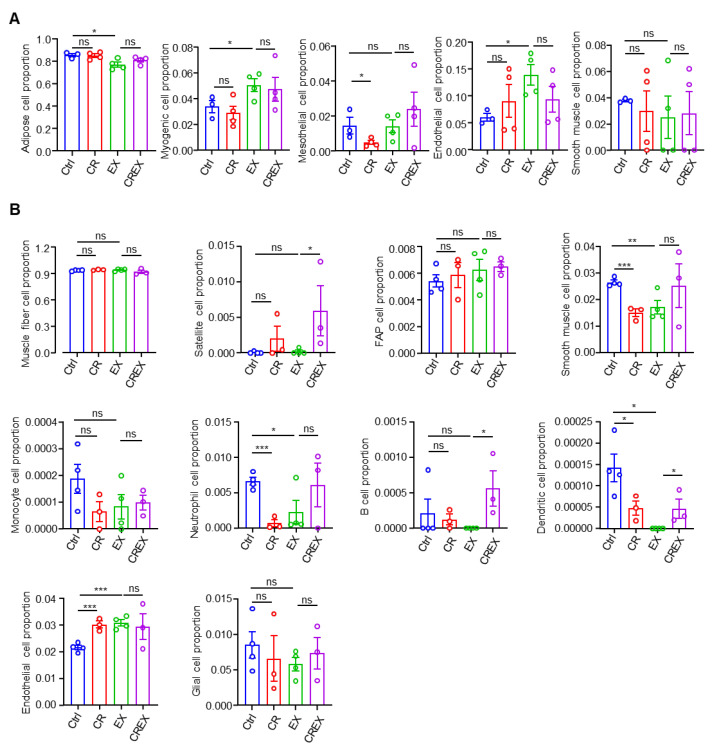
Cell proportion alterations as a result of CR with or without EX across the two tissues. (**A**) Boxplots of estimated cell type proportions in BAT bulk RNA sequencing from four intervention groups. Cell populations with numbers equal to or close to zero are not shown. (**B**) Boxplots of estimated cell type proportions in skeletal muscle bulk RNA sequencing from four intervention groups. Cell populations with numbers equal to or close to zero are not shown. Statistical significance was measured using unpaired one-tailed t tests or Wilcoxon rank sum and signed rank tests. Data are represented as means ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; ns, not significant. FAP, fibro-adipogenic progenitor.

**Figure 7:**
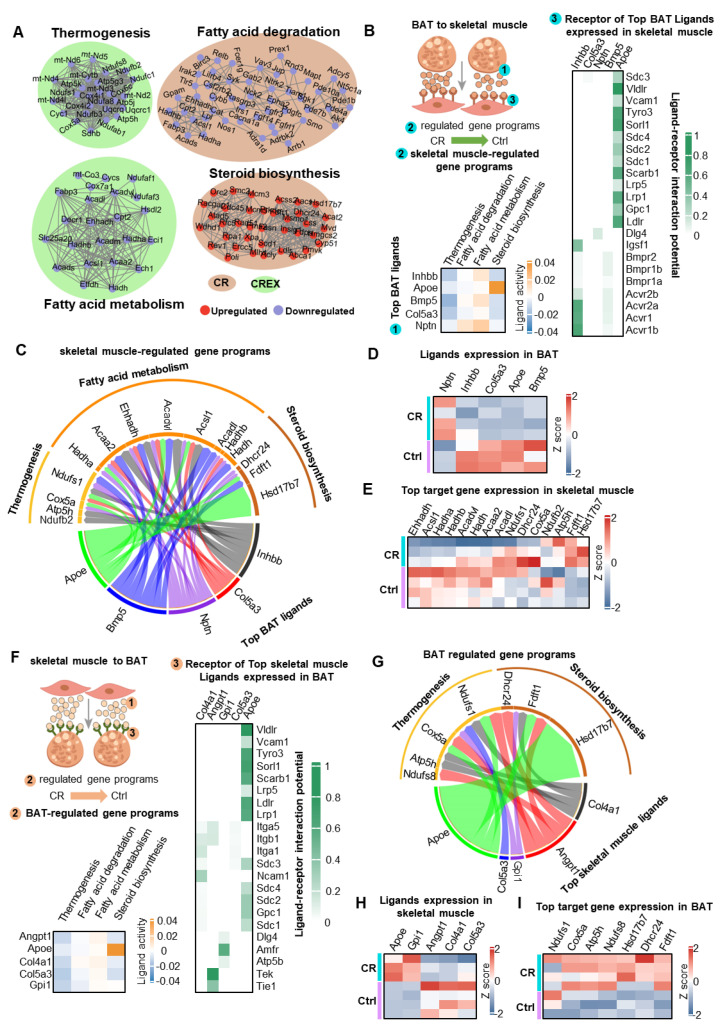
The crosstalk between BAT and muscle. (**A**) Gene networks for selected DEGs from the two tissues that encoded interacting proteins clustered by MCODE, with each cluster named according to the most significantly enriched pathway. The clusters are colored according to the DEG direction and tissue category. (**B**) NicheNet workflow (left top), the activity of the top five putative BAT ligands (left bottom) and the interaction potential for the putative receptors of the top five BAT ligands in skeletal muscle (right). (**C**) Predicted interactions between BAT ligands and their predicted skeletal muscle target genes associated with the indicated KEGG pathways. (**D**,**E**) Expressions of the genes encoding the top five predicted upstream ligands in BAT (**D**) and of their top target genes in skeletal muscle related to the indicated KEGG pathways (**E**). (**F**) NicheNet workflow (bottom), the activity of the top five putative skeletal muscle ligands (bottom) and the interaction potential for the putative BAT receptors (right). (**G**) Predicted interactions between skeletal muscle-derived ligands and their predicted BAT target genes belonging to the indicated KEGG pathways. (**H**,**I**) Expressions of the genes encoding the top five predicted ligands in skeletal muscle (**H**) and of their top target genes in BAT associated with the indicated KEGG pathways (**I**).

## Data Availability

The accession no. for the RNA-Seq data reported in this article is GEO: GSE222163. Other data generated or analyzed during this study are included in the published article and the Supplementary Materials. All bioinformatics software used in the study is publicly available. Further information and requests for resources and reagents should be directed to, and will be fulfilled by, Xingxing Kong ().

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu15041047/s1, Supplemental files. Figure S1. Phenotypic responses to CR with or without EX; Figure S2. BAT exhibits transcriptomic changes upon CR with or without EX; Figure S3. BAT exhibits transcriptomic changes upon EX with or without CR; Figure S4. Skeletal muscle exhibits transcriptomic changes upon CR with or without EX; Figure S5. Skeletal muscle exhibits transcriptomic changes upon EX with or without CR; Figure S6. The intertissue communication between BAT and Muscle.

## References

[1] Kong X., Yao T., Zhou P., Kazak L., Tenen D., Lyubetskaya A., Dawes B.A., Tsai L., Kahn B.B., Spiegelman B.M. (2018). Brown Adipose Tissue Controls Skeletal Muscle Function via the Secretion of Myostatin. Cell Metab..

[2] Timmons J.A., Wennmalm K., Larsson O., Walden T.B., Lassmann T., Petrovic N., Hamilton D.L., Gimeno R.E., Wahlestedt C., Baar K. (2007). Myogenic gene expression signature establishes that brown and white adipocytes originate from distinct cell lineages. Proc. Natl. Acad. Sci. USA.

[3] Bal N.C., Maurya S.K., Pani S., Sethy C., Banerjee A., Das S., Patnaik S., Kundu C.N. (2017). Mild cold induced thermogenesis: Are BAT and skeletal muscle synergistic partners?. Biosci. Rep..

[4] Aydin J., Shabalina I.G., Place N., Reiken S., Zhang S.J., Bellinger A.M., Nedergaard J., Cannon B., Marks A.R., Bruton J.D. (2008). Nonshivering thermogenesis protects against defective calcium handling in muscle. FASEB J..

[5] Dawkins M.J., Scopes J.W. (1965). Non-shivering thermogenesis and brown adipose tissue in the human new-born infant. Nature.

[6] Enerback S., Jacobsson A., Simpson E.M., Guerra C., Yamashita H., Harper M.E., Kozak L.P. (1997). Mice lacking mitochondrial uncoupling protein are cold-sensitive but not obese. Nature.

[7] Kong X., Banks A., Liu T., Kazak L., Rao R.R., Cohen P., Wang X., Yu S., Lo J.C., Tseng Y.H. (2014). IRF4 is a key thermogenic transcriptional partner of PGC-1alpha. Cell.

[8] Colman R.J., Beasley T.M., Kemnitz J.W., Johnson S.C., Weindruch R., Anderson R.M. (2014). Caloric restriction reduces age-related and all-cause mortality in rhesus monkeys. Nat. Commun..

[9] Wei M., Fabrizio P., Hu J., Ge H., Cheng C., Li L., Longo V.D. (2008). Life span extension by calorie restriction depends on Rim15 and transcription factors downstream of Ras/PKA, Tor, and Sch9. PLoS Genet..

[10] Bordone L., Guarente L. (2005). Calorie restriction, SIRT1 and metabolism: Understanding longevity. Nat. Rev. Mol. Cell Biol..

[11] Cerletti M., Jang Y.C., Finley L.W., Haigis M.C., Wagers A.J. (2012). Short-term calorie restriction enhances skeletal muscle stem cell function. Cell Stem Cell.

[12] Fan J.G., Zhong L., Xu Z.J., Tia L.Y., Ding X.D., Li M.S., Wang G.L. (2003). Effects of low-calorie diet on steatohepatitis in rats with obesity and hyperlipidemia. World J. Gastroenterol..

[13] Park C.Y., Park S., Kim M.S., Kim H.K., Han S.N. (2017). Effects of mild calorie restriction on lipid metabolism and inflammation in liver and adipose tissue. Biochem. Biophys. Res. Commun..

[14] Fabbiano S., Suarez-Zamorano N., Rigo D., Veyrat-Durebex C., Stevanovic Dokic A., Colin D.J., Trajkovski M. (2016). Caloric Restriction Leads to Browning of White Adipose Tissue through Type 2 Immune Signaling. Cell Metab..

[15] Palou M., Priego T., Romero M., Szostaczuk N., Konieczna J., Cabrer C., Remesar X., Palou A., Pico C. (2015). Moderate calorie restriction during gestation programs offspring for lower BAT thermogenic capacity driven by thyroid and sympathetic signaling. Int. J. Obes..

[16] Bonadonna R.C., Del Prato S., Saccomani M.P., Bonora E., Gulli G., Ferrannini E., Bier D., Cobelli C., DeFronzo R.A. (1993). Transmembrane glucose transport in skeletal muscle of patients with non-insulin-dependent diabetes. J. Clin. Investig..

[17] Goodyear L.J., Kahn B.B. (1998). Exercise, glucose transport, and insulin sensitivity. Annu. Rev. Med..

[18] Dewal R.S., Stanford K.I. (2019). Effects of exercise on brown and beige adipocytes. Biochim. Biophys. Acta Mol. Cell Biol. Lipids.

[19] Stanford K.I., Middelbeek R.J., Goodyear L.J. (2015). Exercise Effects on White Adipose Tissue: Beiging and Metabolic Adaptations. Diabetes.

[20] Bostrom P., Wu J., Jedrychowski M.P., Korde A., Ye L., Lo J.C., Rasbach K.A., Bostrom E.A., Choi J.H., Long J.Z. (2012). A PGC1-alpha-dependent myokine that drives brown-fat-like development of white fat and thermogenesis. Nature.

[21] Rao R.R., Long J.Z., White J.P., Svensson K.J., Lou J., Lokurkar I., Jedrychowski M.P., Ruas J.L., Wrann C.D., Lo J.C. (2014). Meteorin-like is a hormone that regulates immune-adipose interactions to increase beige fat thermogenesis. Cell.

[22] Roberts L.D., Bostrom P., O’Sullivan J.F., Schinzel R.T., Lewis G.D., Dejam A., Lee Y.K., Palma M.J., Calhoun S., Georgiadi A. (2014). beta-Aminoisobutyric acid induces browning of white fat and hepatic beta-oxidation and is inversely correlated with cardiometabolic risk factors. Cell Metab..

[23] Yoshioka K., Yoshida T., Wakabayashi Y., Nishioka H., Kondo M. (1989). Effects of exercise training on brown adipose tissue thermogenesis in ovariectomized obese rats. Endocrinol. Jpn..

[24] Stanford K.I., Goodyear L.J. (2016). Exercise regulation of adipose tissue. Adipocyte.

[25] Ignacio D.L., Fortunato R.S., Neto R.A., da Silva Silvestre D.H., Nigro M., Frankenfeld T.G., Werneck-de-Castro J.P., Carvalho D.P. (2012). Blunted response of pituitary type 1 and brown adipose tissue type 2 deiodinases to swimming training in ovariectomized rats. Horm. Metab. Res..

[26] Wu M.V., Bikopoulos G., Hung S., Ceddia R.B. (2014). Thermogenic capacity is antagonistically regulated in classical brown and white subcutaneous fat depots by high fat diet and endurance training in rats: Impact on whole-body energy expenditure. J. Biol. Chem..

[27] Vosselman M.J., Hoeks J., Brans B., Pallubinsky H., Nascimento E.B., van der Lans A.A., Broeders E.P., Mottaghy F.M., Schrauwen P., van Marken Lichtenbelt W.D. (2015). Low brown adipose tissue activity in endurance-trained compared with lean sedentary men. Int. J. Obes..

[28] Motiani P., Virtanen K.A., Motiani K.K., Eskelinen J.J., Middelbeek R.J., Goodyear L.J., Savolainen A.M., Kemppainen J., Jensen J., Din M.U. (2017). Decreased insulin-stimulated brown adipose tissue glucose uptake after short-term exercise training in healthy middle-aged men. Diabetes Obes. Metab..

[29] Hargreaves M., Spriet L.L. (2020). Skeletal muscle energy metabolism during exercise. Nat. Metab..

[30] Pedersen B.K., Febbraio M.A. (2012). Muscles, exercise and obesity: Skeletal muscle as a secretory organ. Nat. Rev. Endocrinol..

[31] Aldiss P., Betts J., Sale C., Pope M., Budge H., Symonds M.E. (2018). Exercise-induced ‘browning’ of adipose tissues. Metabolism.

[32] Green C.L., Mitchell S.E., Derous D., Wang Y., Chen L., Han J.J., Promislow D.E.L., Lusseau D., Douglas A., Speakman J.R. (2020). The Effects of Graded Levels of Calorie Restriction: XIV. Global Metabolomics Screen Reveals Brown Adipose Tissue Changes in Amino Acids, Catecholamines, and Antioxidants After Short-Term Restriction in C57BL/6 Mice. J. Gerontol. A Biol. Sci. Med. Sci..

[33] Yao T., Yan H., Zhu X., Zhang Q., Kong X., Guo S., Feng Y., Wang H., Hua Y., Zhang J. (2022). Obese Skeletal Muscle-Expressed Interferon Regulatory Factor 4 Transcriptionally Regulates Mitochondrial Branched-Chain Aminotransferase Reprogramming Metabolome. Diabetes.

[34] Villarroya F., Cereijo R., Villarroya J., Giralt M. (2017). Brown adipose tissue as a secretory organ. Nat. Rev. Endocrinol..

[35] Chen X., Cushman S.W., Pannell L.K., Hess S. (2005). Quantitative proteomic analysis of the secretory proteins from rat adipose cells using a 2D liquid chromatography-MS/MS approach. J. Proteome Res..

[36] Wang P., Mariman E., Keijer J., Bouwman F., Noben J.P., Robben J., Renes J. (2004). Profiling of the secreted proteins during 3T3-L1 adipocyte differentiation leads to the identification of novel adipokines. Cell. Mol. Life Sci..

[37] Lehr S., Hartwig S., Lamers D., Famulla S., Muller S., Hanisch F.G., Cuvelier C., Ruige J., Eckardt K., Ouwens D.M. (2012). Identification and validation of novel adipokines released from primary human adipocytes. Mol. Cell. Proteom..

[38] Hartwig S., Raschke S., Knebel B., Scheler M., Irmler M., Passlack W., Muller S., Hanisch F.G., Franz T., Li X. (2014). Secretome profiling of primary human skeletal muscle cells. Biochim. Biophys. Acta.

[39] Henningsen J., Rigbolt K.T., Blagoev B., Pedersen B.K., Kratchmarova I. (2010). Dynamics of the skeletal muscle secretome during myoblast differentiation. Mol. Cell. Proteom..

[40] Bortoluzzi S., Scannapieco P., Cestaro A., Danieli G.A., Schiaffino S. (2006). Computational reconstruction of the human skeletal muscle secretome. Proteins.

[41] Le Bihan M.C., Bigot A., Jensen S.S., Dennis J.L., Rogowska-Wrzesinska A., Laine J., Gache V., Furling D., Jensen O.N., Voit T. (2012). In-depth analysis of the secretome identifies three major independent secretory pathways in differentiating human myoblasts. J. Proteom..

[42] Heinonen S., Jokinen R., Rissanen A., Pietiläinen K.H. (2020). White adipose tissue mitochondrial metabolism in health and in obesity. Obes. Rev..

[43] Herz C.T., Kiefer F.W. (2019). Adipose tissue browning in mice and humans. J. Endocrinol..

[44] Yudasaka M., Okamatsu-Ogura Y., Tanaka T., Saeki K., Kataura H. (2021). Cold-induced Conversion of Connective Tissue Skeleton in Brown Adipose Tissues. Acta Histochem. Cytochem..

[45] Heeren J., Scheja L. (2018). Brown adipose tissue and lipid metabolism. Curr. Opin. Lipidol..

[46] Okita N., Hayashida Y., Kojima Y., Fukushima M., Yuguchi K., Mikami K., Yamauchi A., Watanabe K., Noguchi M., Nakamura M. (2012). Differential responses of white adipose tissue and brown adipose tissue to caloric restriction in rats. Mech. Ageing Dev..

[47] Ham D.J., Borsch A., Chojnowska K., Lin S., Leuchtmann A.B., Ham A.S., Thurkauf M., Delezie J., Furrer R., Burri D. (2022). Distinct and additive effects of calorie restriction and rapamycin in aging skeletal muscle. Nat. Commun..

[48] Gordon P.M., Liu D., Sartor M.A., IglayReger H.B., Pistilli E.E., Gutmann L., Nader G.A., Hoffman E.P. (2012). Resistance exercise training influences skeletal muscle immune activation: A microarray analysis. J. Appl. Physiol..

[49] Lecker S.H., Jagoe R.T., Gilbert A., Gomes M., Baracos V., Bailey J., Price S.R., Mitch W.E., Goldberg A.L. (2004). Multiple types of skeletal muscle atrophy involve a common program of changes in gene expression. FASEB J..

[50] Magkos F., Hjorth M.F., Astrup A. (2020). Diet and exercise in the prevention and treatment of type 2 diabetes mellitus. Nat. Rev. Endocrinol..

# Supplementary material for: Transcriptomics Dissection of Calorie Restriction and Exercise Training in Brown Adipose Tissue and Skeletal Muscle
**Source:** Nutrients. 2023 Feb 20;15(4):1047. doi: 10.3390/nu15041047
**Supplement:** Supplementary file 1

## Supplemental Figure and Figure legends

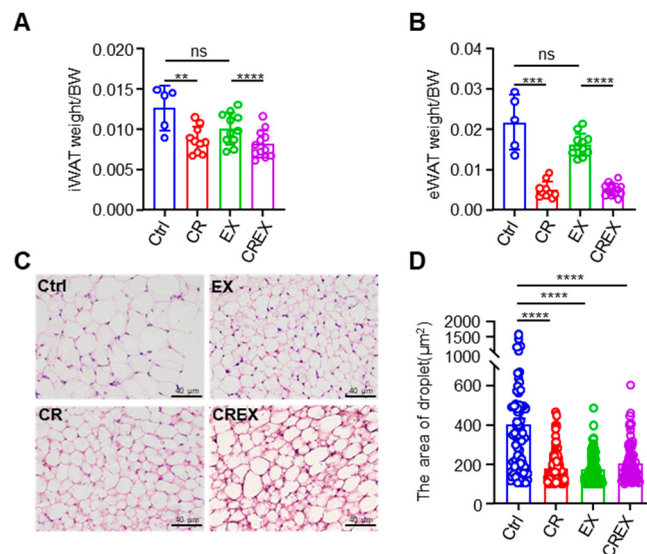

**Figure S1.** Phenotypic responses to CR with or without EX. (A) Ratio of iWAT weight to body weight in the four intervention groups. (B) Ratio of eWAT weight to body weight in the four intervention groups. (C) Representative H&E staining images of iWAT. scale bars, 40  $\mu\text{m}$  (insets). (D) The area of droplet from H&E staining images of iWAT. Unpaired one-tailed t test or Wilcoxon rank sum and signed rank test was applied for statistical comparisons. Data are represented as mean  $\pm$  SD. \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ; ns, not significant; BW, body weight; CR, calorie restriction; EX, exercise training; CREX, calorie restriction combined with exercise training; iWAT, inguinal white adipose tissue; eWAT, epididymal white adipose tissue.

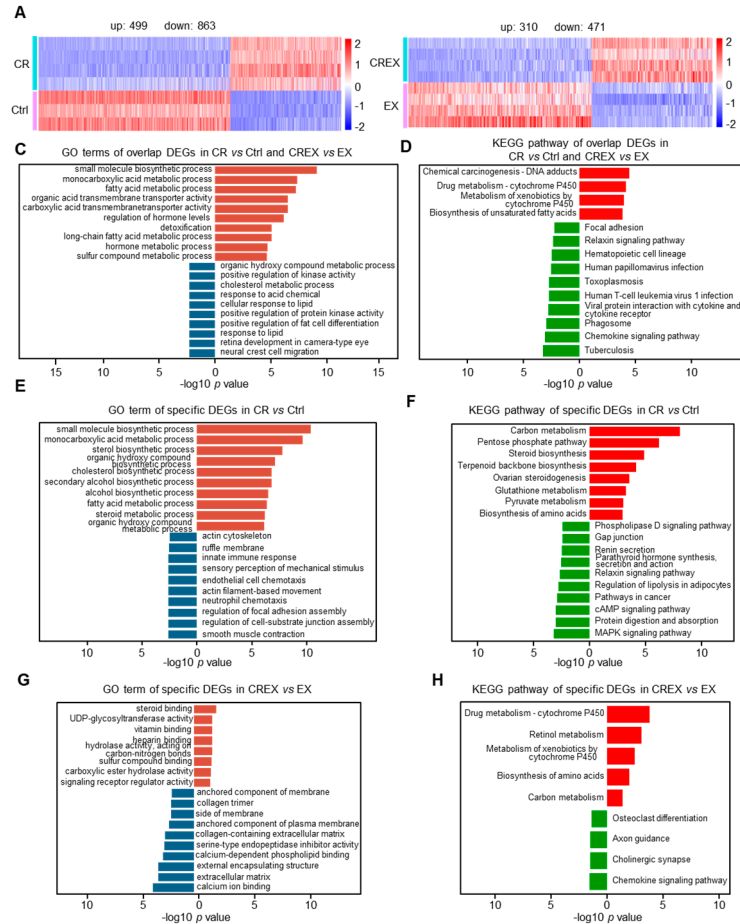

**Figure S2.** BAT exhibits transcriptomic changes upon CR with or without EX. Each dot indicates a sample. (A-B) Heatmap plot of DEGs in CR and Control group (A) and in CREX and EX group (B). (C) Enriched GO terms of common DEGs in the BAT upon CR with or without EX. (D) Enriched KEGG pathways of common DEGs in the BAT upon CR with or without EX. (E) Enriched GO terms of specific DEGs in the BAT upon CR without EX. (F) Enriched KEGG pathways of specific DEGs in the BAT upon CR without EX. (G) Enriched GO terms of specific DEGs in the BAT upon CR with EX. (H) Enriched KEGG pathways of specific DEGs in the BAT upon CR with EX. Brick red, enriched GO terms of upregulated DEGs; navy blue, enriched GO terms of downregulated DEGs; bright red, enriched KEGG pathways of upregulated DEGs; green, enriched KEGG pathways of downregulated DEGs.

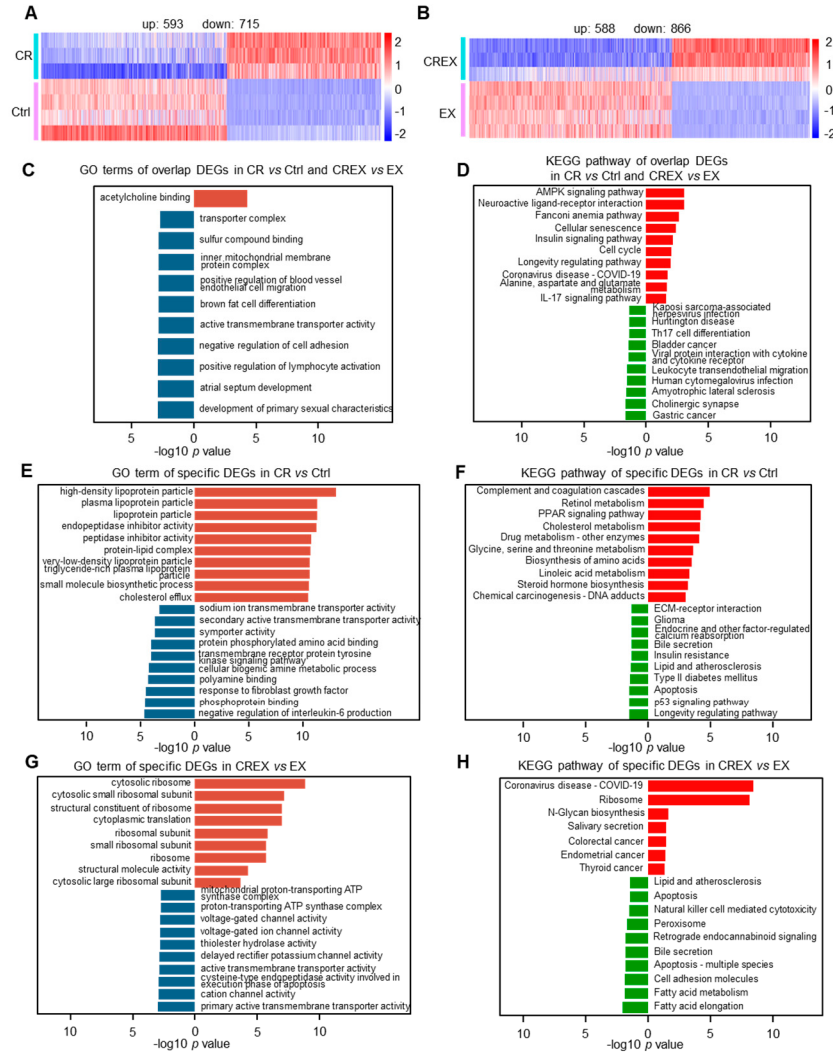

**Figure S4.** Skeletal muscle exhibits transcriptomic changes upon CR with or without EX. Each dot indicates a sample. (A-B) Heatmap plot of DEGs in CR vs Control group (A) and in CREX vs EX group (B). (C) Enriched GO terms of common DEGs in the skeletal muscle upon CR with or without EX. (D) Enriched KEGG pathways of common DEGs in the skeletal muscle upon CR with or without EX. (E) Enriched GO terms of specific DEGs in the skeletal muscle upon CR. (F) Enriched KEGG pathways of specific DEGs in the skeletal muscle upon CR. (G) Enriched GO terms of specific DEGs in the skeletal muscle upon CREX. (H) Enriched KEGG pathways of specific DEGs in the skeletal muscle upon CREX. Brick red, enriched GO terms of upregulated DEGs; navy blue, enriched GO terms of downregulated DEGs; bright red, enriched KEGG pathways of upregulated DEGs; green, enriched KEGG pathways of downregulated DEGs.

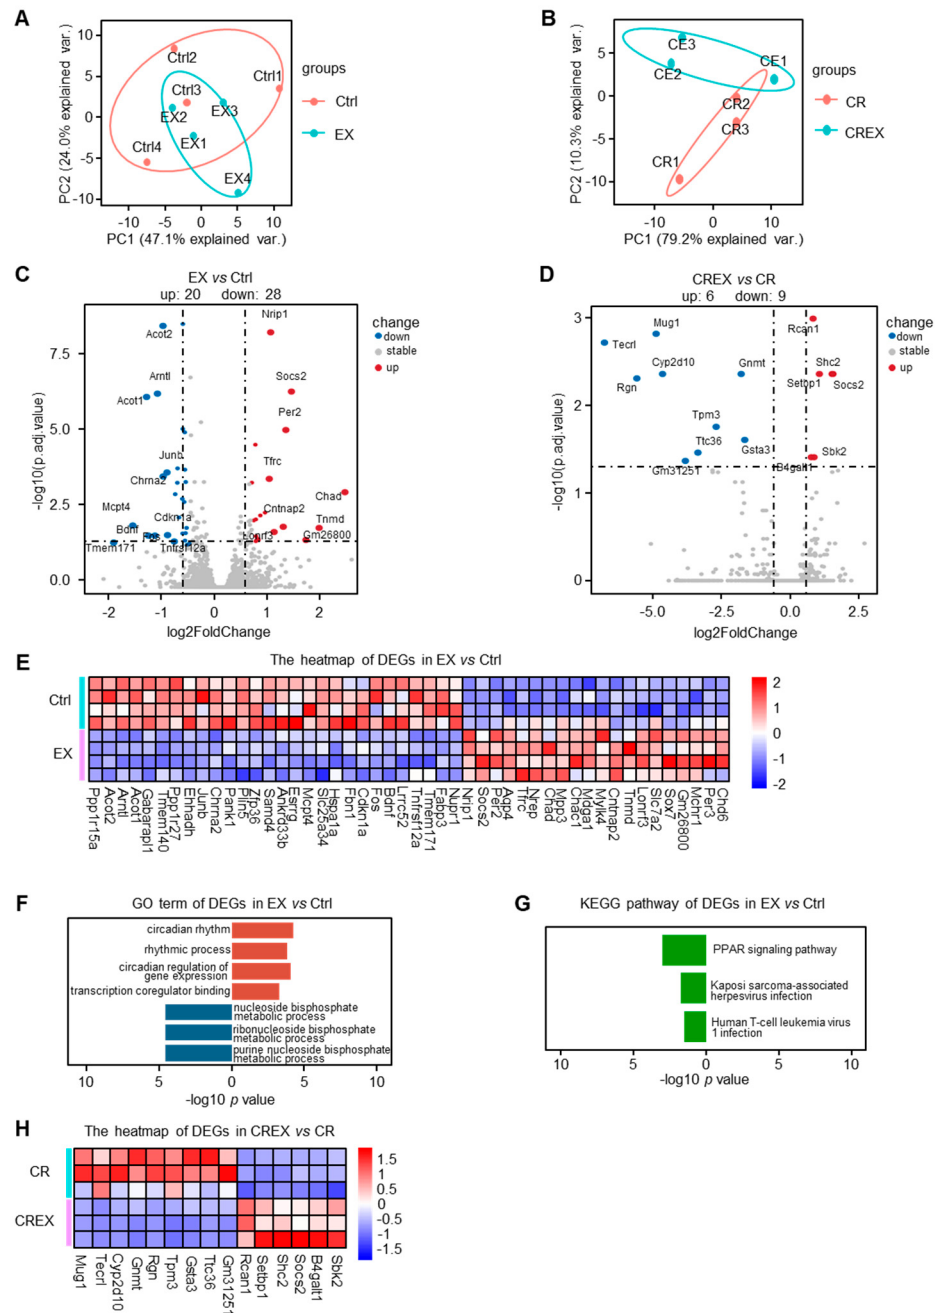

**Figure S5.** Skeletal muscle exhibits transcriptomic changes upon EX with or without CR. (A-B) Principal component analysis plot of the skeletal muscle samples in Control vs EX group (A) and in CR vs CREX group (B). Each dot indicates a sample. (C-D) Volcano plot of DEGs in EX vs Control group (C) and in CREX vs CR group (D). Top 20 genes with the largest absolute value of log2FC were labeled. (Down:  $p < 0.05$  and  $\log_2FC < -0.58$ ; Up:  $p < 0.05$  and  $\log_2FC > 0.58$ ). (E) Heatmap plot of all DEGs upon EX. (F) Enriched GO terms of all DEGs in the Skeletal muscle upon EX. (G) Enriched KEGG pathways of all DEGs in the Skeletal muscle upon EX. (H) Heatmap plot of all DEGs upon EX with CR.

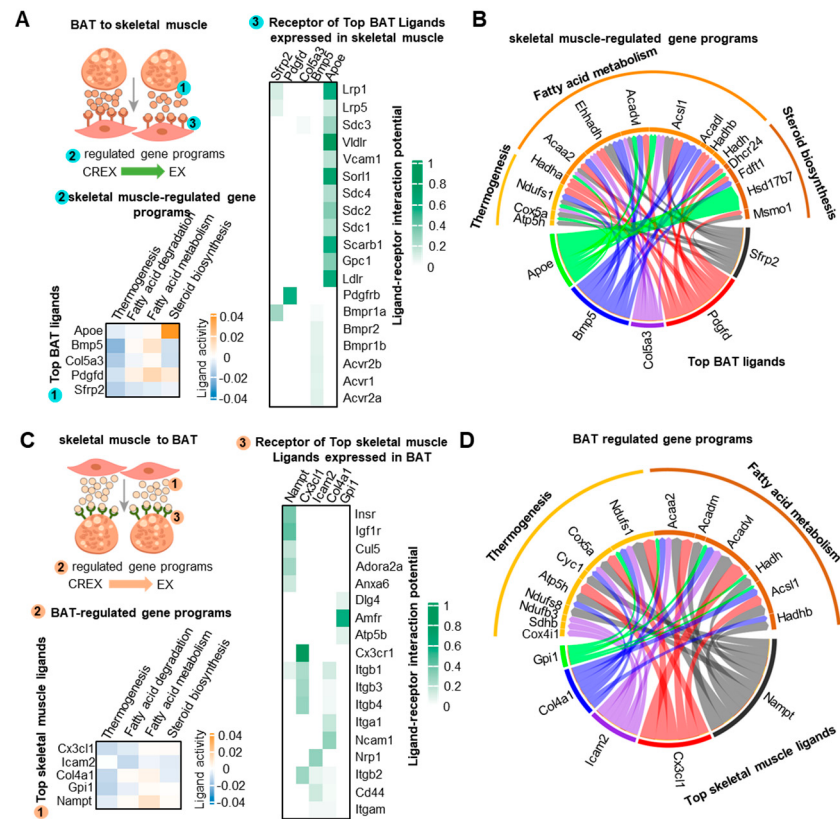

**Figure S6.** The intertissue communication between BAT and Muscle. (A) NicheNet workflow (top), the activity of top-five predicted BAT-derived ligands (bottom), and interaction potential for the predicted receptors in Skeletal muscle (right). (B) Computational interaction between BAT-derived ligands and their predicted Skeletal muscle target genes associated with the indicated KEGG pathways. (C) NicheNet workflow (top), the activity of top-five predicted skeletal muscle-derived ligands (bottom), and interaction potential for the predicted receptors in Skeletal muscle (right). (D) Predicted interaction between skeletal muscle-derived ligands and their predicted target genes in BAT related to the indicated KEGG pathway.

How the deposited data were processed for this re-analysis (not part of the article)

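RNA-seq libraries of BAT (3 control, 4 CR, 4 EX and 4 CREX mice) and of SkM (4 control, 3 CR, 4 EX and 3 CREX mice) were used, 29 libraries in all and 1 per mouse and tissue. According to the paper's methods, the authors removed adapters and low-quality reads with trim-galore, mapped the reads to the mouse genome build mm10 with STAR and quantified them with RSEM, and the deposited values are RSEM's expected counts per gene symbol, not normalized. The annotation used for counting is not stated. The deposited table holds 24770 gene symbols, of which 27 had been turned into dates by a spreadsheet, with 2 duplicated symbols, and none of these is named in the text. Expected counts were rounded to whole numbers, and totals ran from 21047242 to 24919377 counts in BAT and from 23050918 to 23425284 in SkM. A gene with 3 counts stands at 0.120 to 0.143 CPM in BAT and 0.128 to 0.130 CPM in SkM, and a fold change against a group in which every library is at or below 3 counts is given as a lower bound computed against that level. Group labels were taken from the sample records of the deposit, and gene coordinates from the RefSeq table of GRCm38.

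Computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each of the 4 comparisons of a tissue (CR against control, CREX against EX, EX against control and CREX against CR) was fitted on the libraries of its own groups with edgeR's robust quasi-likelihood test, after TMM normalization and the filterByExpr filter. DEGs are genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper, which used DESeq2. The standard error of a log2 fold change was obtained as its size divided by the square root of its F statistic. CPM values were scaled with the TMM factors of all libraries of the tissue. The interaction of CR and EX and the main effects of CR and of EX were tested in 1 edgeR fit over all groups of a tissue, and the difference of a CR effect between BAT and SkM in 1 edgeR fit over the control and CR libraries of both tissues. Principal components were taken on log2 CPM (prior count 2) of the 500 most variable genes, and their scores were compared between groups with exact permutation tests. Over-representation of hand-written gene lists among the DEGs was tested with one-sided Fisher's exact tests, adjusted over all lists, both directions and the 8 comparisons. Marker scores are means of log2(CPM + 1), compared between groups with exact two-sided permutation tests and adjusted over the cell types and comparisons of a tissue.

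The genes named in the text follow a rule fixed at the outset: every gene that the paper's text names for a comparison, up to 3 upregulated and 3 downregulated DEGs with the largest change among those whose libraries do not overlap, up to 3 genes with the smallest p in each discussed list, and the most abundant genes of each discussed marker list. Not every gene that meets the rule is named, and no other gene takes the place of one left out. Any gene named from outside the rule is said to have been chosen after its values were seen. Which lists count as discussed by the paper was settled with the values already computed, and so was the choice to treat thermogenesis, satellite cell and muscle fibre lists as discussed. The pattern that picks out genes of the mitochondrial genome was adapted to the symbols of the deposited table. The marker tests of SkM were first computed with T cells as an additional type (44 tests, smallest adjusted p = 0.251 from exact permutation) and then restricted to the cell types of the paper (40 tests, smallest adjusted p = 0.229 from exact permutation), after the values had been seen and with no call changed. Groups of a tissue share replicate numbers, and a replicate block pairs the libraries with the same number. These are different mice, and nothing in the paper or the sample records says that same-numbered mice were housed or processed together, so the block is an alternative and not the main test.

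Alternatives tried were DESeq2 on the groups compared or on all groups of a tissue, RLE size factors, no filter on low counts, at least 10 counts in every library, 1 edgeR fit on all groups, the replicate block, no fold change minimum, unadjusted p, each mouse left out, limma's cameraPR (inter-gene correlation 0.01), other gene choices and scaling for the principal components, and the median or a pseudocount of 0.1 for the marker scores. Alternatives chosen after the data had been seen were the slow fibre score as a covariate in SkM and libraries thinned to the smallest total, the T cell family first computed was kept as an alternative, and the second principal component was tested after the first. For each comparison the test was also repeated on other splits of the same libraries. The tests were run on simulated data with the depth and spread of these libraries, where edgeR called 145 of 196 genes changed 2-fold between 4 and 4 mice, 155 of 195 between 4 and 3 and 93 of 194 between 3 and 3, with 6, 4 and 13 false calls. DESeq2 called 156 of 200, 159 of 200 and 112 of 200, with 23, 13 and 35 false calls. GO and KEGG terms, cell proportions from single-cell references with MuSiC2, ligand and receptor inference with NicheNet and the body weight and other phenotype measurements were left out, because the databases, reference data sets or measurements were not available.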

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

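In this part, the comparison of liver markers between BAT libraries, the tests of slow muscle and of time of day, and the splits of libraries for gene lists, were chosen only after the result was seen. Single libraries were compared with the rest of their group by the gap to the nearest other library divided by the range of the group and set against Dixon's critical value, which chance exceeds in 1 of 20 groups. Of 272 such comparisons 22 passed, where chance gives 13.6, and groups of 3 libraries were not compared. Scores are means of log2(CPM + 1), and single genes are on the same scale. Mice of a group shared a treatment, so the design gives no biological explanation for a single library, and none was tested.

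The liver marker score was far from the rest of its group in BAT CR 3 (1.48 against 0.184 to 0.198 in the others, ratio 0.989), BAT EX 2 (1.30 against 0.129 to 0.155 in the others, ratio 0.978) and BAT CREX 4 (1.02 against 0.184 to 0.216 in the others, ratio 0.961), and no BAT control exceeded 0.363. The lipoprotein score, which holds liver-expressed genes, was far off in the same libraries: BAT CR 3 (1.91 against 1.38 to 1.42 in the others, ratio 0.932), BAT EX 2 (1.90 against 1.38 to 1.44 in the others, ratio 0.888) and BAT CREX 4 (1.67 against 1.33 to 1.36 in the others, ratio 0.917). The paper does not report liver genes in BAT. The score of 1.30 belongs to an EX library, so the markers were not limited to calorie restricted mice, and the values cannot be told apart from RNA of liver in single libraries. No test independent of these scores was made.

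Other libraries stood apart in genes of muscle: the denervation response in BAT EX 3 (2.99 against 0.520 to 0.780 in the others, ratio 0.895) and BAT CREX 3 (1.15 against 0.602 to 0.638 in the others, ratio 0.934), and satellite cell markers in BAT CREX 3 (0.529 against 0.0554 to 0.116 in the others, ratio 0.873). These libraries had the 2 highest scores of BAT for 10 muscle genes, whose maximum was 7.53 in BAT CREX 3, from a lowest BAT value of 0.355 and a lowest SkM value of 11.2. The adipose score was at least 10.2 in BAT and at most 4.10 in SkM, Xist reached at most 0.127, Y chromosome genes were at least 3.99 in every library, and the highest correlation between 2 libraries was 0.990. A swap of tissue or sex would have shown in these values and did not, while a mixed sample, with muscle in the BAT piece, is a candidate explanation for the muscle genes. The extracellular matrix score of BAT EX 3 (3.75 against 2.82 to 2.95 in the others, ratio 0.865) was far off in one of these libraries, and its source was not tested.

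Further single libraries in BAT were CR 3 for fatty acid oxidation (8.41 against 8.26 to 8.27 in the others, ratio 0.925), CR 2 for immediate early genes (2.34 against 2.11 to 2.12 in the others, ratio 0.934), EX 1 for antigen presentation (2.62 against 2.72 to 2.73 in the others, ratio 0.865) and the glucocorticoid response (3.58 against 4.18 to 4.22 in the others, ratio 0.939), and CREX 1 for neutrophil markers (0.368 against 0.0529 to 0.0807 in the others, ratio 0.912). Among single genes they were Col5a3 in CR 2 (3.94 against 3.54 to 3.61 in the others, ratio 0.834) and EX 2 (4.07 against 4.41 to 4.44 in the others, ratio 0.910). In SkM they were control 4 for fast fibre markers (12.6 against 12.7 to 12.8 in the others, ratio 0.927), control 2 for Ehhadh (3.33 against 3.58 to 3.58 in the others, ratio 0.983), control 1 for Hadhb (8.79 against 8.51 to 8.54 in the others, ratio 0.882), EX 1 for fatty acid synthesis (4.34 against 3.93 to 3.98 in the others, ratio 0.869) and EX 4 for Gpi1 (10.3 against 9.89 to 9.95 in the others, ratio 0.833). Many of the gaps are small on the log2 scale, and no explanation was tested for them beyond the share that chance gives.

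Apoe and Fdft1 responded to CR differently in the 2 tissues, tested as the difference of the CR effects. For Apoe the log2 fold change was -0.90 in BAT (lower in 4 of 4 CR mice than the control mean) and 1.33 in SkM (higher in 3 of 3), a difference of -2.22 (standard error 0.17, edgeR adjusted p = 1.8e-06). For Fdft1 they were 1.19 (higher in 4 of 4) and 0.31 (higher in 3 of 3), a difference of 0.89 (standard error 0.19, edgeR adjusted p = 0.00972). Over all genes, 904 of 14369 differed in this test at an adjusted p under 0.05 and the fold change minimum. Liver expresses both genes, and the liver score was higher in every CR library of SkM than in every control library, so the higher Apoe in SkM may come from RNA of liver and cannot be told apart from it. The SD of that score in CR libraries, 7.95 times that of the controls, does not decide it, because the controls lie near 0, which can narrow their spread. Such RNA would raise Fdft1 in SkM and so narrow its difference, and it says nothing about either gene in BAT.

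Glucocorticoid response genes, which the paper does not discuss, were higher in the calorie restricted groups of both tissues: BAT CR (median log2 fold change 0.64), BAT CREX (0.69), SkM CR (1.28) and SkM CREX (1.53). Of the splits of the libraries, 1 of 35, 1 of 35, 1 of 35 and 2 of 35 gave a median as large. A shift in the time of day at collection would move clock genes of the E-box group and of the Bmal group in opposite directions, and with the genes shared with the glucocorticoid list left out of the E-box group they moved so in BAT CR (0.39 and -0.24), BAT CREX (-0.28 and 0.95) and SkM CREX (-0.58 and 0.58), but not in SkM CR (0.14 and 0.064). The clock genes moved one way in BAT CR and the other way in both CREX groups, while the glucocorticoid genes rose in all of them. Without the genes shared with the clock lists their medians were 0.66, 0.82, 1.43 and 1.67. A shift of the clock in one direction therefore does not account for the rise in all 4 comparisons, although in BAT CR, BAT CREX and SkM CREX, each taken alone, a contribution of time of day was not excluded. A response to glucocorticoid hormone under CR is a candidate explanation, and stress at handling was not tested.

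Protein-coding genes of the mitochondrial genome, which the paper does not set apart from oxidative phosphorylation and the inner mitochondrial membrane, were lower in SkM CR (median log2 fold change -0.91) and SkM CREX (-0.86). They took 33.3% to 37.2% of the counts in control, 21.2% to 24.0% in CR, 33.5% to 35.7% in EX and 18.5% to 27.3% in CREX mice. Of the splits of the libraries, 1 of 35 and 1 of 35 gave a median as large. With the slow fibre score as a covariate the medians were -0.84 and -0.59. The slow fibre score itself was not lower in CR mice (7.35 to 7.41 against 6.85 to 7.41 in control mice), which goes against a smaller share of slow muscle there. In CREX mice such a share may account for part of the decrease. CREX 1 had a slow fibre score of 6.00, within the EX range of 5.03 to 7.41. Its mitochondrial score was 12.8, below the lowest EX score of 13.3, but a single library does not decide the question. Differences in RNA quality or in the capture of mitochondrial transcripts were not tested.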

How the results depend on the processing

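Most of the main tests and the alternatives to them were chosen before the data were examined. The slow fibre covariate and the libraries thinned to the smallest total were chosen after seeing the data. So was the restriction of the SkM marker tests to the cell types of the paper. The second principal component was tested after the first. Which gene lists count as discussed, thermogenesis among them, was settled with values already computed. The pattern for genes of the mitochondrial genome was adapted to the deposited symbols. Tests said elsewhere to have been chosen after the result was seen are further exceptions. Unless said otherwise, the cause of a change was not tested. With RLE size factors in place of TMM, all 69 results tried, which are counts, correlations, percentages and lists, kept their direction and their side of the threshold or stayed within 1.5 times their value. With at least 10 counts in every library 68 did so, the exception being the median log2 fold change of lipoprotein genes in SkM CR against control, 1.04 (from 5.12), which no longer passed after most of its genes fell below the minimum.

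DESeq2 on the groups compared gave numbers of DEGs of 36 (from 0) for BAT EX against control, 30 (from 1) for BAT CREX against CR, 49 (from 10) for SkM EX against control and 36 (from 0) for SkM CREX against CR. Among the genes listed by the paper it called 38 (from 23) for the adipokine genes of the paper's CREX list that it shows as lower. Medians that crossed the threshold of the set test were 0.18 (from 0.17) for fatty acid synthesis in BAT CREX against EX, 0.26 (from 0.25) for amino acid biosynthesis in BAT CREX against EX and 0.21 (from 0.21) for circadian E-box group in SkM EX against control, of which the second no longer passed and the others now did. Counts from DESeq2 on all groups of a tissue were 976 (from 594) for BAT CREX against EX, 19 (from 0) for BAT EX against control, 16 (from 1) for BAT CREX against CR, 40 (from 0) for SkM CREX against CR, 4 (from 0) for the interaction of CR and EX in BAT, 79 (from 1) for the EX main effect in BAT, 1 (from 0) for the interaction of CR and EX in SkM, 27 (from 4) for the EX main effect in SkM and 39 (from 23) for the adipokine genes of the paper's CREX list that it shows as lower. The correlations were 0.682 (from 0.719) for the correlation of CR and CREX log2 fold changes in BAT and 0.679 (from 0.723) for the correlation of CR and CREX log2 fold changes in SkM. One edgeR fit on all groups of a tissue gave 1 (from 0) for BAT EX against control, 0 (from 10) for SkM EX against control, 0.699 (from 0.719) for the correlation of CR and CREX log2 fold changes in BAT and 37 (from 23) for the adipokine genes of the paper's CREX list that it shows as lower, and medians that no longer passed of 0.25 (from 0.25) for amino acid biosynthesis in BAT CREX against EX, 0.50 (from 0.49) for cytosolic ribosome in SkM CREX against EX and -0.36 (from -0.35) for PPAR targets in SkM EX against control. limma's cameraPR, a set test on z scores from the same edgeR p-values, passed fatty acid synthesis in BAT CREX against EX (median log2 fold change 0.17), circadian E-box group in SkM EX against control (0.21) and BAT thermogenesis in BAT CR against control (-0.25). It did not pass amino acid biosynthesis in BAT CREX against EX (0.25).

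Without a filter on low counts the values were 7 (from 0) for BAT EX against control, 3 (from 1) for BAT CREX against CR, 31 (from 10) for SkM EX against control, 0.431 (from 0.719) for the correlation of CR and CREX log2 fold changes in BAT, 0.457 (from 0.723) for the correlation of CR and CREX log2 fold changes in SkM and 1 (from 0) for the interaction of CR and EX in BAT. Without the fold change minimum the numbers of DEGs were 2778 (from 1430) for BAT CR against control, 1061 (from 594) for BAT CREX against EX, 1781 (from 1163) for SkM CREX against EX, 773 (from 433) for the DEGs shared by CR and CREX in BAT and 889 (from 586) for the DEGs shared by CR and CREX in SkM. At an unadjusted p under 0.05 they were 1238 (from 594) for BAT CREX against EX, 272 (from 0) for BAT EX against control, 259 (from 1) for BAT CREX against CR, 1957 (from 1163) for SkM CREX against EX, 221 (from 10) for SkM EX against control, 311 (from 0) for SkM CREX against CR, 841 (from 433) for the DEGs shared by CR and CREX in BAT and 967 (from 586) for the DEGs shared by CR and CREX in SkM. Dropping the fold change minimum or the adjustment can only add DEGs, so those rises were fixed in advance.

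The replicate block, which pairs libraries that carry the same number, gave 929 (from 1430) for BAT CR against control, 1 (from 0) for BAT EX against control, 51 (from 1) for BAT CREX against CR, 646 (from 1163) for SkM CREX against EX, 1 (from 10) for SkM EX against control, 285 (from 433) for the DEGs shared by CR and CREX in BAT, 383 (from 586) for the DEGs shared by CR and CREX in SkM, 0.675 (from 0.723) for the correlation of CR and CREX log2 fold changes in SkM, 0.49 (from 0.49) for cytosolic ribosome in SkM CREX against EX, -0.27 (from -0.25) for BAT thermogenesis in BAT CR against control and 7 (from 21) for the myokine genes of the paper's CREX list that it shows as higher, where the ribosome list no longer passed and the thermogenesis list, whose genes were lower, newly did. Same-numbered libraries are different mice, and their mean correlation was 0.0296 for SkM CREX against EX and 0.0214 for SkM EX against control, near 0. In these comparisons the block removes degrees of freedom and adds no pairing, and a call lost under it is no sign of a smaller effect.

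Over all genes kept by the filter the first principal component carried percentages of 41.6 (from 56.7) for BAT CR against control, 41.8 (from 67.2) for BAT CREX against EX, 60.1 (from 79.9) for BAT EX against control, 56.3 (from 81.9) for BAT CREX against CR, 53.4 (from 71.1) for SkM CR against control, 55.3 (from 64.3) for SkM CREX against EX, 21.6 (from 28.8) for SkM EX against control and 54.4 (from 71.7) for SkM CREX against CR. With each gene scaled to unit variance it carried 50.7 (from 67.2) for BAT CREX against EX, 60.2 (from 79.9) for BAT EX against control, 55.7 (from 81.9) for BAT CREX against CR, 64.0 (from 71.1) for SkM CR against control and 59.6 (from 71.7) for SkM CREX against CR. For percentages and correlations, which have no test, a change was counted when it exceeded the SD of the values with each mouse left out, used in place of a spread between replicates. As the median over markers the differences in marker score were -0.0095 (from 0.19) for mesothelial cells score in BAT CR against control, -0.24 (from 0.0023) for smooth muscle cells score in SkM EX against control, 0.031 (from -0.0041) for neutrophil cells score in SkM EX against control, -0.036 (from 0.093) for satellite cells score in SkM CREX against EX and -0.069 (from 0.040) for satellite cells score in SkM CR against control, each with the opposite sign. With a pseudocount of 0.1 they were -0.019 (from 0.0023) for smooth muscle cells score in SkM EX against control and 0.026 (from -0.0041) for neutrophil cells score in SkM EX against control. The log2 fold change of Ndufs1 in BAT CR against control, -0.0054, was 3.1e-04 with DESeq2 on the groups compared, 4.5e-04 without the filter and 0.023 with the replicate block, values close to 0 in every case.

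Among the settings added after seeing the data, the slow fibre score as a covariate gave numbers of DEGs of 45 (from 1163) for SkM CREX against EX and 0 (from 10) for SkM EX against control, and medians that no longer passed of -0.33 (from -0.37) for extracellular matrix in SkM CREX against EX, 0.12 (from 0.49) for cytosolic ribosome in SkM CREX against EX, -0.36 (from -0.43) for oxidative phosphorylation in SkM CREX against EX and -0.45 (from -0.35) for PPAR targets in SkM EX against control. With 3 or 4 mice per group the covariate takes up part of any difference between the groups, so the change does not separate muscle composition from the treatment. Thinned to the smallest total, libraries gave 0 (from 1) for BAT CREX against CR, with 259 at an unadjusted p under 0.05 on all counts, and 7 other counts stayed within 1.5 times their value. The marker tests of SkM as first computed, with T cells, likewise had none below an adjusted p of 0.05, which the smallest p that so few mice allow made hard to reach in either family.

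With each mouse left out in turn, numbers of DEGs ran from 363 to 582 (all mice 594) for BAT CREX against EX, from 0 to 2 (all mice 0) for BAT EX against control, from 0 to 5 (all mice 1) for BAT CREX against CR, from 343 to 2570 (all mice 1163) for SkM CREX against EX, from 1 to 19 (all mice 10) for SkM EX against control and from 0 to 99 (all mice 0) for SkM CREX against CR. Other counts ran from 281 to 430 (all mice 433) for the DEGs shared by CR and CREX in BAT, from 242 to 748 (all mice 586) for the DEGs shared by CR and CREX in SkM, from 0 to 6 (all mice 1) for the EX main effect in BAT, from 0 to 182 (all mice 0) for the interaction of CR and EX in SkM and from 0 to 200 (all mice 4) for the EX main effect in SkM. The correlations ran from 0.644 to 0.724 (all mice 0.719) for the correlation of CR and CREX log2 fold changes in BAT and from 0.624 to 0.739 (all mice 0.723) for the correlation of CR and CREX log2 fold changes in SkM, and the percentages of the first principal component from 46.6 to 63.8 (all mice 56.7) for BAT CR against control, from 47.4 to 71.4 (all mice 67.2) for BAT CREX against EX, from 76.6 to 82.4 (all mice 79.9) for BAT EX against control, from 76.6 to 84.4 (all mice 81.9) for BAT CREX against CR, from 68.8 to 81.3 (all mice 71.1) for SkM CR against control, from 55.6 to 71.5 (all mice 64.3) for SkM CREX against EX, from 27.4 to 32.7 (all mice 28.8) for SkM EX against control and from 67.6 to 79.6 (all mice 71.7) for SkM CREX against CR. Medians of gene lists ran from 0.21 to 0.39 (all mice 0.37) for glycolysis in BAT CR against control, from 0.21 to 0.30 (all mice 0.22) for xenobiotic metabolism in BAT CREX against EX, from 0.10 to 0.28 (all mice 0.25) for amino acid biosynthesis in BAT CREX against EX, from 0.065 to 0.33 (all mice 0.24) for amino acid biosynthesis in SkM CR against control, from 0.27 to 0.69 (all mice 0.49) for cytosolic ribosome in SkM CREX against EX and from 0.17 to 0.28 (all mice 0.21) for circadian E-box group in SkM EX against control, of which the glycolysis, xenobiotic metabolism and SkM amino acid lists missed the threshold in 1 fit each, the BAT amino acid list in 5 of 8 and the ribosome list in 6 of 7, while the E-box list passed it in 1 fit. Differences in marker score ran from -0.054 to 0.039 (all mice -0.011) for smooth muscle cells score in SkM CR against control, from -0.071 to 0.12 (all mice 0.0023) for smooth muscle cells score in SkM EX against control and from -0.015 to 0.014 (all mice -0.0041) for neutrophil cells score in SkM EX against control, and the log2 fold change from -0.032 to 0.020 (all mice -0.0054) for Ndufs1 in BAT CR against control. In SkM the fits without CREX replicate 1 gave the highest numbers of DEGs in both comparisons of the CREX group, of EX main effects and of interactions. Medians also moved for some lists whose call did not change. For the extracellular matrix they ran from -0.73 to -0.37 in BAT CREX against EX and from -0.65 to -0.33 in SkM CREX against EX. For fatty acid synthesis in BAT CREX against EX they ran from 0.063 to 0.36.

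Of the genes computed for each comparison by the rule for naming genes, marker genes aside, or chosen after their values were seen, not all of which are named, 125 kept their call with DESeq2 on the groups compared (7 newly called, 1 lost, 1 reversed), 121 with edgeR on all groups (4 newly called, 9 lost) and 118 with the replicate block (3 newly called, 12 lost, 1 reversed), the gene that reversed being Ndufs1 in BAT CR each time. Under the count minimum, named genes below it in any library gave no value. Depth limits the genes near the detection limit, where 3 counts correspond to about 0.120 CPM or more, so fold changes against groups at that limit are lower bounds.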

Differences from the paper's values

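In BAT of EX against control mice, 0 DEGs were upregulated and 0 downregulated, where the paper gives 13 and 24, and 272 genes passed at an unadjusted p under 0.05 with the same fold change minimum. DESeq2 fitted on the groups compared gave 13 and 23, which closed the gap, and no other alternative set before the data were examined did so. Between CREX and CR mice in BAT, 1 and 0 were called, with 259 at an unadjusted p under 0.05, where the paper gives 25 and 5. Here too DESeq2 on the groups compared closed the gap (25 and 5), and the other alternatives set before the data were examined did not. For EX against control in SkM, 10 DEGs (3 upregulated and 7 downregulated) stand against the paper's 48 (20 and 28). DESeq2 on the groups compared closed the gap for all of these, with 49 (21 and 28), and the absence of a filter on low counts closed it for the upregulated genes alone (14), while the other alternatives set before the data were examined did not. For CREX against CR in SkM the paper's value is 15 (6 upregulated and 9 downregulated), against 0 (0 and 0), with 311 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed this gap: DESeq2 gave 36 (10 and 26) on the groups compared and 40 (15 and 25) on all groups.

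The first principal component of EX against control in SkM carried 28.8% of the variance, where the paper has about 47% in Figure S5A, read by eye. It carried 21.6% over all genes and 28.1% with scaled genes, neither of which closed the gap. Leaving out control replicate 3 (31.5%), control replicate 4 (31.6%), EX replicate 2 (31.6%), EX replicate 3 (32.7%) or EX replicate 4 (32.6%) brought the values within 1.5 times of each other, and leaving out any other mouse did not.

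Some genes that the paper calls changed in CR mice were not DEGs here. In BAT of CR mice, Nptn (log2 fold change 0.20, edgeR adjusted p = 0.0588, higher in 4 of 4 mice) was not called under any setting, and Hsd17b7 (log2 fold change 0.69, edgeR adjusted p = 0.0511, higher in 4 of 4 mice) was called by DESeq2 on the groups compared, without a filter, by edgeR on all groups and without CR replicate 2. In SkM of CR mice, Gpi1 (log2 fold change 0.53, edgeR adjusted p = 0.0678, higher in 3 of 3 mice) was not called under any setting. For CREX mice the paper names ligands without giving the change of each, and some of them were not DEGs either. In BAT of CREX mice, Col5a3 (log2 fold change -0.44, edgeR adjusted p = 0.0349, lower in 4 of 4 mice) did not reach the fold change minimum under any setting, Pdgfd (log2 fold change -0.59, edgeR adjusted p = 0.0586, lower in 4 of 4 mice) was called by edgeR on all groups and without EX replicate 2, and Sfrp2 (log2 fold change -2.19, edgeR adjusted p = 0.122, lower in 4 of 4 mice) by DESeq2 on the groups compared, by edgeR on all groups and without EX replicate 4. In SkM of CREX mice, Gpi1 (log2 fold change 0.47, edgeR adjusted p = 0.0547, higher in 3 of 3 mice) was called without CREX replicate 1, and Nampt (log2 fold change -0.33, edgeR adjusted p = 0.0510, lower in 3 of 3 mice) was not called under any setting. Acadvl and Hadh, which the paper describes as not different in SkM of CR mice, had adjusted p values under 0.05 with changes below the fold change minimum (Acadvl log2 fold change -0.50, edgeR adjusted p = 0.0172, lower in 3 of 3 mice; Hadh log2 fold change -0.49, edgeR adjusted p = 0.0216, lower in 3 of 3 mice). Acaa2, described likewise, was below the minimum (log2 fold change -0.56, edgeR adjusted p = 0.0172, lower in 3 of 3 mice) and was called with the replicate block, without CR replicate 3 and without control replicate 4.

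For the cholesterol metabolism that the paper reports among the upregulated functions of SkM in CR mice, the lipoprotein list passed (9 of 11 genes called higher, Fisher's exact test, adjusted p = 1.0e-09). This list holds liver-expressed genes, and its rise cannot be told apart from RNA of liver. The liver score was at least 1.02 in CR and at most 0.307 in control libraries, but 0.0603 and 0.0789 in the restricted libraries CREX 2 and CREX 3. With at least 10 counts in every library the list no longer passed. The list of sterol biosynthesis, a narrower function, did not pass under any setting (median log2 fold change 0.18, 2 of 20 genes called). Fatty acid synthesis in BAT of CREX mice passed with DESeq2 on the groups compared and with limma's cameraPR and under no other setting tried (median 0.17). From a lower extracellular matrix and higher fatty acid biosynthesis, the paper infers that CR activates thermogenesis in BAT. It also holds a switch of BAT to lipid storage possible. The genes of the thermogenesis list were mostly lower in CR mice (14 of 18, median -0.25). Mesothelial cells, lower in BAT of CR mice in the paper, had a higher marker score (difference 0.19), from 1 marker with counts, which changed sign as the median over markers. Endothelial cells, probably higher in SkM of CR mice according to the paper, had a lower marker score (difference -0.54). The muscle fibre score of SkM in CR mice was higher by 0.30, which did not pass the correction over all cell types and comparisons, hard to pass at the smallest p that 3 mice against 4 allow (exact permutation p = 0.0286, adjusted p = 0.229, higher in 3 of 3 mice). For the adipokine genes of CR mice, the paper's text gives the numbers of upregulated and downregulated genes the other way round from Figure 3A as read by eye, and the directions here were those of the figure. For those of CREX mice, 26 higher and 40 lower genes were read from Figure 3B. The paper's text counts more genes there and gives 40 as the number of upregulated genes.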

Other observations

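In this part the splits for gene lists, shared DEGs, correlations and main effects, the thinned libraries, the test of Ucp1 against other adipocyte markers and the slow fibre covariate were chosen only after the result was seen. Each comparison was repeated on other splits of its libraries into groups of the same sizes. Splits that part every same-numbered pair, as the real one does, are followed by all splits: the numbers with as many DEGs as the real split were 1 of 8 and 1 of 35 for BAT CR against control, 1 of 8 and 1 of 35 for BAT CREX against EX, 8 of 8 and 35 of 35 for BAT EX against control, 2 of 8 and 4 of 35 for BAT CREX against CR, 1 of 8 and 1 of 35 for SkM CR against control, 1 of 8 and 1 of 35 for SkM CREX against EX, 1 of 8 and 1 of 35 for SkM EX against control and 4 of 4 and 10 of 10 for SkM CREX against CR. For BAT EX against control and SkM CREX against CR a real count of 0 fixes these shares in advance. With 8 or 4 splits that part every pair, no share under 0.05 is possible, and the same holds for the 10 splits of SkM CREX against CR, while the other splits part fewer pairs. The largest number of DEGs in another split was 478 for BAT CR against control, from a split that parted 2 of 3 pairs, and 547 for SkM CREX against CR, from a split that parted 3 of 3. What those splits follow was not tested.

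Among drawn pairs of splits, the real pair included, as many shared DEGs were found in 1 of 100 in BAT and 1 of 100 in SkM, and a correlation of log2 fold changes as high in 1 of 100 and 1 of 100. Over drawn regroupings of the libraries into 4 groups, as many interactions of CR and EX were found in 60 of 60 in BAT and 60 of 60 in SkM, which a real count of 0 fixes in advance. CR main effects were as many in 1 of 60 and 1 of 60, and EX main effects in 4 of 60 and 3 of 60, so the share with as many EX effects was at least 1 in 20 in both tissues. Splits of 2 groups gave a median as large as that of the lists discussed by the paper as follows: in BAT CR, extracellular matrix 1 of 35, sterol biosynthesis 1 of 35, fatty acid synthesis 1 of 35, pentose phosphate pathway 1 of 35, glycolysis 1 of 35, xenobiotic metabolism 1 of 35 and BAT thermogenesis 4 of 35; in BAT CREX, extracellular matrix 1 of 35, fatty acid synthesis 12 of 35, xenobiotic metabolism 5 of 35, antigen presentation 1 of 35 and amino acid biosynthesis 2 of 35. In SkM CR they were extracellular matrix 3 of 35, sterol biosynthesis 2 of 35, lipoprotein genes 2 of 35 and amino acid biosynthesis 1 of 35, in SkM CREX extracellular matrix 6 of 35, cytosolic ribosome 3 of 35 and oxidative phosphorylation 1 of 35, and in SkM EX circadian E-box group 6 of 35 and PPAR targets 1 of 35.

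Further gene lists that passed Fisher's exact test in a comparison are given here, each with the number of splits of the libraries that gave a median as large. Some belong to broader functions that the paper does name, such as immune functions in BAT CR, lipid metabolism in SkM CR and CREX and the inner mitochondrial membrane in SkM. In BAT CR against control they were antigen presentation genes (11 of 25 called lower, median log2 fold change -0.49, Fisher's exact test, adjusted p = 5.1e-06, score below the mean of the other group in 4 of 4 mice, split count 3 of 35), genes of the circadian E-box group (4 of 11 called higher, median log2 fold change 0.25, Fisher's exact test, adjusted p = 0.00630, score above the mean of the other group in 4 of 4 mice, split count 3 of 35), glucocorticoid response genes (8 of 18 called higher, median log2 fold change 0.64, Fisher's exact test, adjusted p = 3.0e-06, score above the mean of the other group in 4 of 4 mice, split count 1 of 35) and immediate early genes (7 of 16 called lower, median log2 fold change -1.32, Fisher's exact test, adjusted p = 5.7e-04, score below the mean of the other group in 4 of 4 mice, split count 6 of 35). In BAT CREX against EX they were PPAR targets (3 of 18 called higher, median log2 fold change 0.11, Fisher's exact test, adjusted p = 0.0344, score above the mean of the other group in 4 of 4 mice, split count 8 of 35) and glucocorticoid response genes (7 of 19 called higher, median log2 fold change 0.69, Fisher's exact test, adjusted p = 7.2e-07, score above the mean of the other group in 4 of 4 mice, split count 1 of 35). In BAT CREX against CR they were amino acid biosynthesis genes (1 of 19 called higher, median log2 fold change -0.067, Fisher's exact test, adjusted p = 0.0136, score above the mean of the other group in 3 of 4 mice, split count 10 of 35), which rests on Psat1 alone while the median lies below 0.

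In SkM CR against control the lists called higher were fatty acid synthesis genes (8 of 28 called higher, median log2 fold change 0.16, Fisher's exact test, adjusted p = 2.1e-04, score above the mean of the other group in 3 of 3 mice, split count 12 of 35), xenobiotic metabolism genes (9 of 29 called higher, median log2 fold change 0.22, Fisher's exact test, adjusted p = 3.5e-05, score above the mean of the other group in 3 of 3 mice, split count 5 of 35), denervation response genes (4 of 12 called higher, median log2 fold change 0.61, Fisher's exact test, adjusted p = 0.0120, score above the mean of the other group in 3 of 3 mice, split count 2 of 35) and glucocorticoid response genes (14 of 20 called higher, median log2 fold change 1.28, Fisher's exact test, adjusted p = 2.8e-13, score above the mean of the other group in 3 of 3 mice, split count 1 of 35). Those called lower were fatty acid oxidation genes (7 of 32 called lower, median log2 fold change -0.35, Fisher's exact test, adjusted p = 0.0120, score below the mean of the other group in 3 of 3 mice, split count 1 of 35), antigen presentation genes (8 of 23 called lower, median log2 fold change -0.64, Fisher's exact test, adjusted p = 2.1e-04, score below the mean of the other group in 3 of 3 mice, split count 1 of 35), genes of the mitochondrial genome (12 of 13 called lower, median log2 fold change -0.91, Fisher's exact test, adjusted p = 3.7e-13, score below the mean of the other group in 3 of 3 mice, split count 1 of 35), genes of the circadian E-box group (4 of 11 called lower, median log2 fold change 0.14, Fisher's exact test, adjusted p = 0.0178, score below the mean of the other group in 3 of 3 mice, split count 6 of 35), BAT thermogenesis genes (4 of 13 called lower, median log2 fold change -0.23, Fisher's exact test, adjusted p = 0.0325, score below the mean of the other group in 3 of 3 mice, split count 3 of 35) and immediate early genes (6 of 17 called lower, median log2 fold change -0.57, Fisher's exact test, adjusted p = 0.00190, score below the mean of the other group in 3 of 3 mice, split count 4 of 35), where the E-box list had a median above 0 and so changed in both directions. In SkM CREX against EX they were fatty acid oxidation genes (11 of 32 called lower, median log2 fold change -0.64, Fisher's exact test, adjusted p = 5.5e-06, score below the mean of the other group in 3 of 3 mice, split count 1 of 35), antigen presentation genes (7 of 22 called lower, median log2 fold change -0.88, Fisher's exact test, adjusted p = 9.8e-04, score below the mean of the other group in 3 of 3 mice, split count 2 of 35), genes of the mitochondrial genome (12 of 13 called lower, median log2 fold change -0.86, Fisher's exact test, adjusted p = 3.7e-13, score below the mean of the other group in 3 of 3 mice, split count 1 of 35), denervation response genes (5 of 12 called higher, median log2 fold change 0.52, Fisher's exact test, adjusted p = 5.5e-04, score above the mean of the other group in 3 of 3 mice, split count 3 of 35) and glucocorticoid response genes (13 of 19 called higher, median log2 fold change 1.53, Fisher's exact test, adjusted p = 3.7e-13, score above the mean of the other group in 3 of 3 mice, split count 2 of 35). In SkM EX against control they were genes of the circadian Bmal group (1 of 4 called lower, median log2 fold change -0.23, Fisher's exact test, adjusted p = 0.0193, score below the mean of the other group in 4 of 4 mice, split count 5 of 35). No explanation was tested for the fatty acid, xenobiotic, antigen presentation, PPAR or denervation lists. Fisher's exact test needs DEGs, so it could pass few lists in the comparisons of EX. There limma's cameraPR passed lists not given above. Oxidative phosphorylation was lower in BAT CREX against CR (median log2 fold change -0.16, cameraPR adjusted p = 2.9e-22) and in SkM CREX against CR (-0.24, cameraPR adjusted p = 5.9e-14). Thermogenesis genes were lower in BAT EX against control (-0.17, cameraPR adjusted p = 2.5e-04). These p-values are set across genes and do not measure the spread between mice. Thermogenesis scores overlapped (6.61 to 7.00 in EX, 6.86 to 6.98 in control mice). So did oxidative phosphorylation scores in SkM (6.93 to 7.27 in CREX, 7.19 to 7.62 in CR mice). In BAT every CREX score for oxidative phosphorylation (8.01 to 8.04) lay below every CR score (8.05 to 8.20).

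All 31 of 31 tested liver markers were higher in SkM of CR than of control mice, with a median log2 fold change of 6.44. RNA from liver in some CR libraries predicts a wide spread between CR libraries and at least 1 CR library at the level of the controls: the SD of the liver score was 7.95 times that of the controls, but 0 CR libraries were at the control level (lowest CR 1.02, highest control 0.307). The wider spread does not point to liver RNA by itself, because the controls lie near 0 on this scale, which can narrow their spread. In SkM CREX 1 of 3 libraries had such a score and the others did not. Over the 8 control and EX libraries of SkM, the liver score and 14 other lipoprotein genes had a Pearson r of 0.407 (permutation p = 0.292) and a Spearman rho of 0.571 (permutation p = 0.151), with r = -0.0560 without the 2 farthest libraries. Their liver scores ran only from 0.0467 to 0.307, against 1.02 to 2.61 in CR libraries, so these correlations decide nothing about liver RNA in CR libraries. The higher liver and lipoprotein genes of SkM in CR mice cannot be told apart from RNA of liver.

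Slow fibre markers differed between SkM libraries, and in the deviations from the group means they moved together, with a mean correlation of 0.679 between markers, while the slow and fast fibre scores did not move in opposite directions (correlation 0.348, given without a test). With the slow fibre score as a covariate the median log2 fold change of oxidative phosphorylation genes in CREX was -0.36. CREX 1 had a slow fibre score of 6.00, within the EX range of 5.03 to 7.41, and an oxidative phosphorylation score of 7.27, below the lowest EX score of 7.495. SkM control 4 had an oxidative phosphorylation score of 7.21 at a slow fibre score of 7.28, so a score as low also occurred without CR. CREX 1, a single library, therefore does not decide the question. A different share of slow muscle in the dissected piece cannot be told apart from an effect of CREX on these genes. Transcript length was no explanation for the ribosomal and oxidative phosphorylation genes, since the Spearman rho of log2 fold change and length across genes was 0.00738 and the lists have similar median lengths of 1076 and 1046 bases but moved in opposite directions.

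B cell markers were lower in BAT of CR and CREX mice: the lowest score of a control or EX library was 0.258 and the highest of a CR or CREX library 0.130. Lymph node tissue in some samples would raise single libraries, and instead every library of the ad libitum groups lay above every library of the restricted groups. Immediate early genes had an SD of 0.912 among BAT controls, against a difference of -1.13 in CR, so handling or dissection time cannot be told apart from an effect of CR. The list was also lower in BAT of EX against control mice (median log2 fold change -1.33, limma's cameraPR, adjusted p = 6.9e-09). There the scores overlapped, with 2.04 to 2.73 in EX and 2.50 to 4.30 in control mice. A lower median against the controls was thus not limited to restricted mice. Between CREX and EX mice the median was -0.67. For the clock genes of SkM in EX mice, time of day at collection predicts the same shift in BAT of these mice, and there the Bmal group had a median log2 fold change of -0.62 and the E-box group of 0.33 (SkM Bmal group -0.23), so time of day may explain them.

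Library size was weighed because groups whose totals do not overlap can differ in which genes are tested, and 1 comparison, BAT CREX against EX, had a library size difference between groups of this kind. After every library was thinned to the smallest total, 542 DEGs were found in place of 594, so the number of DEGs depended little on depth, and whether they were the same genes was not counted. Ucp1 was lower in BAT of CR (log2 fold change -1.02) and CREX mice (-0.99), and a lower share of adipocytes predicts the same for other adipocyte markers, whose medians were -0.038 and -0.045. Composition of the piece other than its share of adipocytes was not tested for Ucp1.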
